# Sodium Fluoride Exposure Leads to ATP Depletion and Altered RNA Decay in Escherichia coli under Anaerobic Conditions

**DOI:** 10.1128/spectrum.04158-22

**Published:** 2023-03-20

**Authors:** Oleg N. Murashko, Kun-Hai Yeh, Chen-Hsin Albert Yu, Vladimir R. Kaberdin, Sue Lin-Chao

**Keywords:** sodium fluoride, gene regulation, mRNA degradation, posttranscriptional regulation, anaerobic growth

## Abstract

Although fluoride-containing compounds are widely used to inhibit bacterial growth, the reprogramming of gene expression underlying cellular responses to fluoride, especially under anaerobic conditions, is still poorly understood. Here, we compare the genome-wide transcriptomic profiles of E. coli grown in the absence (control) or presence (20 and 70 mM) of sodium fluoride (NaF) under anaerobic conditions and assess the impact of fluoride-dependent ATP depletion on RNA turnover. Tiling array analysis revealed transcripts displaying altered abundance in response to NaF treatments. Quantile-based K-means clustering uncovered a subset of genes that were highly upregulated and then downregulated in response to increased and subsequently decreased fluoride concentrations, many of which (~40%) contained repetitive extragenic palindromic (REP) sequences. Northern blot analysis of some of these highly upregulated REP-containing transcripts (i.e., *osmC*, *proP*, *efeO* and *yghA*) confirmed their considerably enhanced abundance in response to NaF treatment. An mRNA stability analysis of *osmC* and *yghA* transcripts demonstrated that fluoride treatment slows down RNA degradation, thereby enhancing RNA stability and steady-state mRNA levels. Moreover, we demonstrate that turnover of these transcripts depends on RNase E activity and RNA degradosome. Thus, we show that NaF exerts significant effects at the whole-transcriptome level under hypoxic growth (i.e., mimicking the host environment), and fluoride can impact gene expression posttranscriptionally by slowing down ATP-dependent degradation of structured RNAs.

**IMPORTANCE** Gram-negative Escherichia coli is a rod-shaped facultative anaerobic bacterium commonly found in microaerobic/anaerobic environments, including the dental plaques of warm-blooded organisms. These latter can be treated efficiently with fluoride-rich compounds that act as anticaries agents to prevent tooth decay. Although fluoride inhibits microbial growth by affecting metabolic pathways, the molecular mechanisms underlying its activity under anaerobic conditions remain poorly defined. Here, using genome-wide transcriptomics, we explore the impact of fluoride treatments on E. coli gene expression under anaerobic conditions. We reveal key gene clusters associated with cellular responses to fluoride and define its ATP-dependent stabilizing effects on transcripts containing repetitive extragenic palindromic sequences. We demonstrate the mechanisms controlling the RNA stability of these REP-containing mRNAs. Thus, fluoride can affect gene expression posttranscriptionally by stabilizing structured RNAs.

## INTRODUCTION

Escherichia coli is a Gram-negative, facultative anaerobic, rod-shaped bacterium that can be found in diverse natural environments, including water, sediment, and mud. However, the most common habitat of E. coli is in the gastrointestinal tract of humans and other warm-blooded organisms, though its presence has also been reported in dental plaques and inflammatory tissues (1–3). These animal habitats are predominantly microaerobic/anaerobic, necessitating that E. coli deploys an alternative metabolic mode to those living in other natural environments. E. coli is exposed to the action of various molecules/chemicals in these varied and dynamic environments, including fluoride-containing compounds, which are used extensively as anticaries agents. The antimicrobial action of fluoride ions is best known for its ability to inhibit bacterial growth and key metabolic pathways, including glycolysis (4). This metabolic pathway is especially important under anaerobic conditions when glucose is used as the sole carbon source. Moreover, glycolysis plays the main role in energy production under anaerobic conditions, i.e., in the absence of respiration. Glycolysis is a central, evolutionarily conserved metabolic pathway that generates ATP by converting glucose to pyruvate under both aerobic and anaerobic conditions (5). This metabolic pathway is particularly essential under the anaerobic conditions encountered by E. coli and other pathogenic bacteria in their animal hosts. It has long been known that fluoride ions inhibit the activities both the glycolytic enzyme enolase (6) and gluconeogenetic enzyme phosphoenolpyruvate synthetase (7). Enolase is a key glycolytic enzyme involved in converting 2-glycerol phosphate to phosphoenolpyruvate (5). Owing to its significant role in metabolism, enolase is essential for sustaining bacterial growth. E. coli mutants possessing a disrupted *eno* gene cannot grow without additional media supplements, such as pyruvate, glycerate or succinate. Moreover, ATP synthesis is diminished upon NaF treatment (8), which impairs or even completely inhibits cell growth. The impact of NaF on E. coli is bacteriostatic, so reducing NaF concentration in the environment can reverse the effect (9, 10).

E. coli and other enterobacterial pathogens can encounter much higher concentrations of fluoride (e.g., due to exposure to fluoride compounds present in toothpaste) in the oral cavity than in the intestine. We chose E. coli as representative of the enterobacteria, that along with many other species, are components of the human oral microbiota. Presence of E. coli in the oral cavity and its association with several diseases has been reported previously (11–13).

In general, fluoride-mediated inhibition of glycolysis and subsequently diminished ATP production can potentially affect many ATP-dependent mechanisms, such as those involved in nucleic acid and protein biogenesis as well as RNA turnover. In E. coli, RNA degradation is controlled by an RNase E-based protein complex, the RNA degradosome, whose major components are RNase E, enolase, RhlB helicase, and PNPase (14–17). Presence of RNA degradosomal assemblies is required for normal RNA turnover and cell growth under both aerobic (18) and anaerobic (19) conditions. Moreover, degradosome-associated RhlB helicase possesses ATP-dependent activity for unwinding structured RNAs, thereby facilitating their further degradation by PNPase (17). Although stable structures in RNAs can act as a barrier to the RNA degradation machinery, details of this phenomenon under anaerobic conditions and in ATP-depleted bacteria remain obscure.

Apart from interfering with ATP production to impair bacterial growth, the antimicrobial action of fluoride ions can also be related to their inhibition of other enzymes, including F-ATPases, sulfatases, catalases, and phosphatases, among others (20). Nevertheless, the degree to which NaF-dependent inhibition of these enzymes affects bacterial physiology has not yet been addressed comprehensively. Although fluoride ions are generally toxic to bacteria, the mechanisms that can mitigate the negative effects of this ion are primarily studied under aerobic conditions, and very little is known about cellular responses under anaerobic conditions.

Given all of these considerations, we investigated the global effect of fluoride ions on anaerobic E. coli by comparing the transcriptome profiles of untreated and NaF-treated cells, allowing us to explore the impact of NaF-dependent ATP depletion on RNA decay.

## RESULTS

### Sodium fluoride treatment of anaerobically grown E. coli leads to ATP depletion.

It has long been known that fluoride ions can interrupt glycolysis by inhibiting the activities of the glycolytic enzyme, enolase (6) and the gluconeogenetic enzyme, phosphoenolpyruvate synthetase (7). Experiments on eukaryotic cells have shown that inhibition of these enzymes reduces ATP levels (8). Here, we deployed increasing NaF concentrations (0, 20, 40, 50, 60, 70, 80, and 160 mM) to study ATP depletion in E. coli under anaerobic conditions. We cultured the E. coli MG1655 strain on minimal medium (M9) containing 0.4% glucose in a 1 L Winpact Bench-Top fermentor, as described previously (19), and then measured ATP levels in the cultures. We found that ATP levels gradually declined in response to increasing NaF concentration and prolonged incubation (Fig. 1A). In particular, we found that treatment with 80 or 160 mM NaF led to a sharp decrease (~5- or 10-fold, respectively) in ATP level even after only 2 min, which remained low for up to 32 min of treatment. In contrast, at NaF concentrations in the range of 20 to 70 mM, ATP levels declined more gradually, reaching a minimal level after ~8 min of treatment and remaining low thereafter. To study the impact of NaF treatment, we chose to compare the effects of 20 mM NaF and 70 mM NaF after 8-min treatments (causing moderate and profound ATP depletion, respectively) versus control (0 mM NaF) in further experiments. Moreover, to determine if NaF treatment is accompanied by any phenotypic change, we also examined cell morphology, which revealed that untreated (control) and NaF-treated cells displayed a similar filamentous morphology (i.e., cell length >5 μm; Fig. 1B), mimicking the cell morphology of anaerobically grown E. coli MG1655 (19). Under the aforementioned experimental conditions, there were no obvious differences in cell size, appearance or integrity, indicating that our NaF treatments did not elicit any morphological changes in cells intended for further study of the impact of NaF on gene expression in E. coli grown anaerobically.

**FIG 1:**
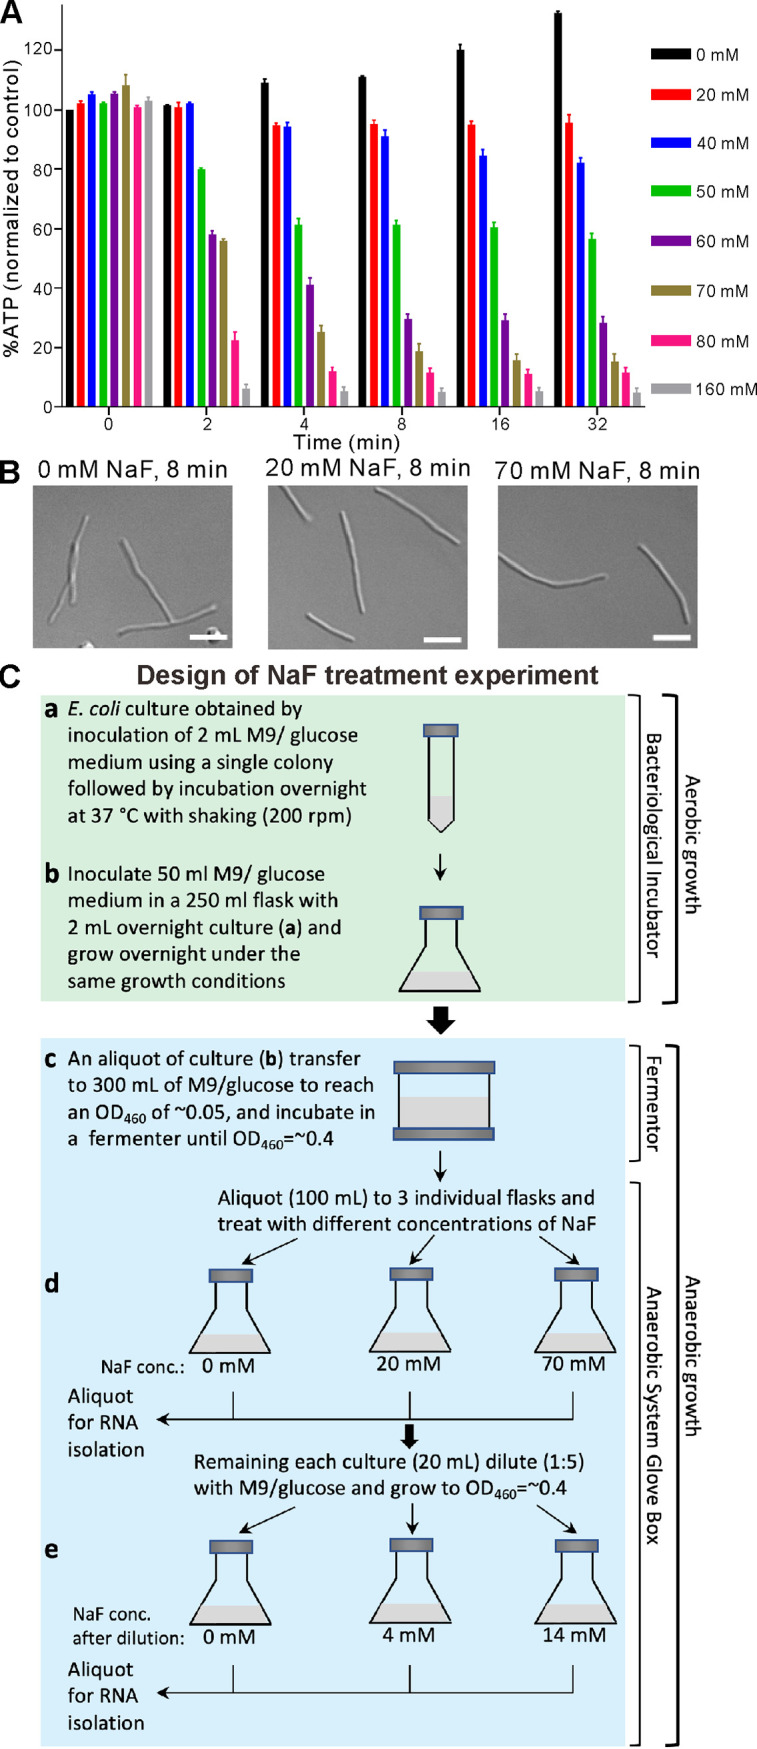
ATP levels and cell morphology in E. coli in the presence or absence of NaF under anaerobic conditions and gene expression analysis workflow. (A) ATP levels in E. coli grown under anaerobic conditions in response to NaF treatment (0 [control] to 160 mM). Mean values (from three biological replicates) expressed as percentages of ATP in each sample (normalized to the concentration of ATP in the control culture [0 mM, 0 min]). Error bars represent standard deviation. (B) Effect of NaF on cell morphology. E. coli cells were incubated in the absence (control, 0 mM) or presence of 20 or 70 mM NaF for 8 min under anaerobic conditions and analyzed by confocal microscopy. Size bars correspond to 5 μm. (C) Workflow of sample preparation for tiling array. Two sets of cultures (Cc, Cd and Cd, Ce, respectively) were grown under anaerobic conditions using M9/glucose medium.

### Preparation of anaerobic cultures and genome-wide gene expression patterns under different NaF treatments.

To analyze the impact of NaF by tiling array, we prepared two sets of cultures in M9/glucose medium. The first one (Cd cultures) included the untreated cell culture (0 mM NaF, control), as well as two cultures treated with either 20 or 70 mM NaF (Fig. 1C). The second set of cultures (Ce cultures) focused on partly reversing the effects of NaF treatment by diluting the Cd cultures with fresh M9/glucose medium and further incubating them to reach the cell density of the original (undiluted) cultures (Fig. 1C). To obtain both sets of cultures, cells were grown anaerobically, as described previously (19), with details of our culture conditions and reagents provided in Materials and Methods. Total RNA was extracted using a hot acidic phenol method (21). After checking total RNA quality, it was converted to labeled cDNA and hybridized with a whole-genome tiling array (NimbleGen) to determine gene expression. These experiments were performed on three biological replicates of each culture. 

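Gene expression was measured on 18 tiling arrays, 3 for each of 6 cultures of the MG1655 strain. The cultures were the control, 20 mM NaF and 70 mM NaF, sampled after 8 min of treatment, and the same 3 cultures after a 5-fold dilution with fresh medium. By the paper's methods the diluted cultures were grown on to the density of the undiluted ones before sampling. Comparisons before and after dilution therefore also hold regrowth and time, which cannot be told apart from dilution here. Dilution left 4 mM or 14 mM NaF in the treated cultures. Each array carried 386486 probes along the genome, was hybridized with Cy3-labeled cDNA and was read in that single color. The authors summarized the probe signals of each gene and applied quantile normalization across the samples. The deposited gene values are intensities on a linear scale whose distribution still differs between arrays, with slopes on the mean control from 0.59 to 0.99 on the log2 scale. The files give 2 values for each of 4417 genes, headed forward and reverse, and no text available here says what the pair stands for. Both values were put on the log2 scale and averaged, and across genes their correlation on an array lay between 0.974 and 0.996. The column headings of the deposited gene values write the NaF doses in nM, and the paper's mM is used here. Fold changes come from limma, fitted to the log2 values of the 6 cultures over all 18 arrays. A gene is called higher or lower where its adjusted p is under 0.05 by the method of Benjamini and Hochberg over all 4417 genes. With 3 arrays per culture, an exact permutation test of a single gene cannot give a p below 0.1, and the number of arrays limits the precision. In simulated data built on these arrays, the test called 29.5% of genes with a log2 change of 1 and 80.5% of genes with a log2 change of 2. Unchanged genes made up 9.23% and 5.29% of the calls. The simulated noise was independent for each gene and array, while real arrays of the same replicate number vary together, so these shares hold for that setting only. On 5 arrays, all of treated cultures, the dim probes were bright: replicates 2 and 3 at 20 mM NaF, replicate 2 at 70 mM NaF, and replicates 2 and 3 of the diluted 70 mM NaF culture. The lower quartile of their probe signal was 716 to 3127 scanner units, against 220 to 618 on the other 13 arrays. Many results are also given without these 5 arrays. That leaves replicate 1 alone at 20 mM NaF and in the diluted 70 mM NaF culture, and replicates 1 and 3 at 70 mM NaF.

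**Figure D1:**
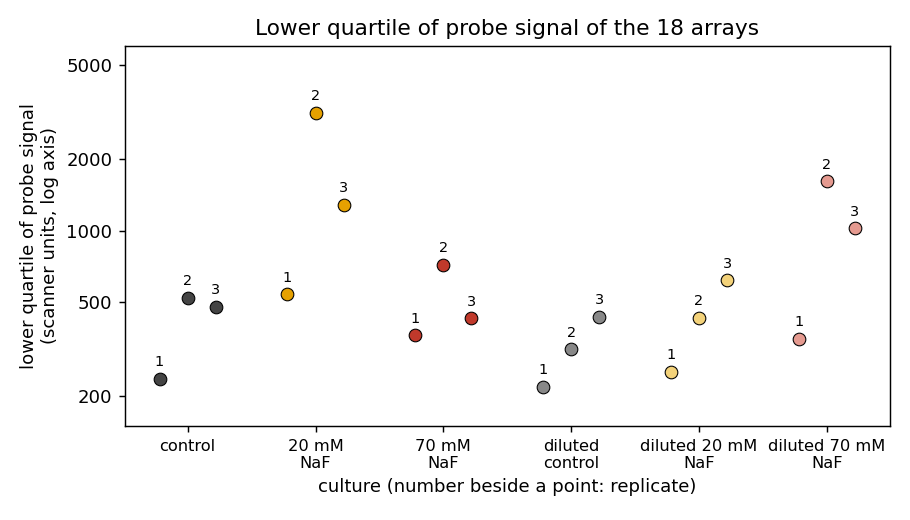
Lower quartile of the probe signal on each of the 18 arrays (scanner units, log axis) by culture, with the replicate number beside each point. The 5 brightest arrays lie between 716 and 3127 and the other 13 between 220 and 618.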

Tiling array signals were mapped to the E. coli K-12 substrain MG1655 reference genome (NC_000913.3) (22), allowing us to detect the expression of 4,417 genes in NaF-treated and control E. coli cells under anaerobic conditions (NCBI GEO accession no. GSE211579).

### Differential expression of genes in NaF-treated E. coli cells under anaerobic conditions.

**(i) Clustering of differentially expressed genes.** We used a quantile-based K-means clustering approach to identify gene clusters with similar expression profiles arising from NaF treatment (Fig. 2). That analysis of the expression data revealed six clusters displaying distinct profiles, of which cluster 1 (*n* = 1,293 genes), cluster 2 (*n* = 975), cluster 3 (*n* = 974), and cluster 4 (*n* = 714) did not show any differences (log_2_ fold changes) in gene expression potentially correlated with the level of NaF in the examined cultures. In contrast, gene expression notably decreased in cluster 5 (*n* = 341) and increased in cluster 6 (*n* = 100) in a dose-dependent manner in response to NaF treatment (Fig. 2). 

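The target and the exporter of fluoride lay in the largest cluster, with small average differences from the control. *eno*, which encodes the glycolytic enzyme enolase, had a log2 fold change of 0.04 (standard error 0.19, n = 3 arrays per culture) at 70 mM NaF versus control. *crcB*, which encodes a fluoride exporter, had a log2 fold change of -0.35 (standard error 0.34), and neither gene was called. K-means clustering with 6 clusters and 100 random starts was run on the median ratio of each treated array to the same-numbered control array of its set. It placed both genes in a cluster of 1353 genes, whose centre on the log2 scale lay at 0.08 at 20 mM NaF and 0.05 at 70 mM NaF before dilution, and -0.01 and 0.03 after it. A cluster of 895 genes had its centre at 0.73 at 20 mM NaF and 0.48 at 70 mM NaF before dilution, and 0.15 and 0.52 after it. That cluster held 67 of the 84 genes called higher at 70 mM NaF, among them *exbB* of siderophore uptake, *puuD* of putrescine degradation and the osmoprotectant transporter gene *proP*. The remaining clusters, of 858 and 652 genes, had their centres at -0.54 at 20 mM NaF and -0.37 at 70 mM NaF before dilution, and -0.14 and -0.43 after it, and at -1.31 at 20 mM NaF and -0.76 at 70 mM NaF before dilution, and -0.19 and -0.91 after it. They held 41 and 65 of the 196 genes called lower, including the tRNA genes *leuW* and *lysT* in the former and *ackA* of acetate formation in the latter. Clustering assigns every gene to a cluster and tests none of them.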

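The cluster with the highest centre at 70 mM NaF held 393 genes, and the cluster with the lowest held 266. The former took in 10 of the 50 genes of Table 1, so most of the paper's top rises lay outside it. Those 10 include *ilvX* of the isoleucine and valine operon, the superoxide dismutase gene *sodA*, the peroxidase gene *osmC* and the aldehyde reductase gene *yghA*. The centre of the 393 genes on the log2 scale lay at 1.57 at 20 mM NaF and 0.86 at 70 mM NaF before dilution, and 0.43 and 1.34 after it, so that only 30 of them differed more from the control at 70 mM than at 20 mM NaF. At 20 mM NaF and after dilution from 70 mM NaF, replicates 2 and 3 are arrays of bright dim probes. The cluster with the lowest centre includes *ftnA* for the iron store ferritin, the dicarboxylate transporter gene *dctA*, the ribose transporter gene *rbsD* and *argC* of arginine synthesis. Its centre lay at -2.02 at 20 mM NaF and -1.80 at 70 mM NaF before dilution, and -0.42 and -1.38 after it, and 115 of its genes differed more at 70 mM NaF. Of these clusters' members, limma called 14 of the former higher and 90 of the latter lower at 70 mM NaF versus control. Without the replicate 2 arrays, the upper cluster held 157 genes with its centre at 0.37 at 20 mM NaF and 1.49 at 70 mM NaF before dilution, and 0.10 and 0.12 after it, shared 11 genes with the 393 and took in 46 of the 50 genes of Table 1. A cyclic loess scaling, chosen after seeing the data, gave 261 genes in the upper cluster, and adding 500 to each value, also chosen after seeing the data, gave 129 in the lower one.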

We used the functional gene categories assigned according to the STRING platform (https://string-db.org/) to assess the significance of enriched expression of the functionally related genes in clusters 5 and 6 (Fig. 3A and B). Intriguingly, we found that twice as many transcripts in cluster 6 carried repetitive extragenic palindromic (REP) sequences than those in cluster 5 (Fig. 3D). Indeed, ~50% of the top 50 abundant transcripts associated with cluster 6 carry REPs (Table 1).

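Among transcripts for which the paper's Tables 1 and 2 name a REP sequence, those that rose at 70 mM NaF include *exbB*, *puuD* and *proP*. Their log2 fold changes were 3.34 (standard error 0.57), 3.10 (standard error 0.45) and 2.47 (standard error 0.37), with n = 3 arrays per culture. *exbB* belongs to siderophore uptake, *puuD* to putrescine degradation and *proP* to osmoprotectant uptake. Of the 68 genes with a REP named, 19 were higher and 6 lower in limma, and 43 were not called. In the clusters, 5 of the 68 lay among the 393 genes with the highest centre and 10 among the 266 genes with the lowest. Most genes of both clusters are in neither table, so nothing is known here of their REP sequences. Of the 13 genes of the upper cluster that Table 2 lists as upregulated, 5 have a REP named and 6 have none, and of the 113 genes of the lower cluster that it lists as downregulated, 10 and 95. Without the replicate 2 arrays, 27 lay in the upper cluster of 157 genes, and without replicate 1 or replicate 3 the upper cluster held 8 or 9. With the undiluted control for every culture the upper cluster held 9 of them, and with ratios of medians 3. Among *exbB* and the other genes that the paper's Table 2 lists as upregulated, 25 have a REP named and 55 have none, and for 27 the table leaves open which gene of an entry the REP belongs to. Among those it lists as downregulated, 37 have a REP named and 294 have none, and 12 are left open. The annotation available here holds no REP elements and the study chose these genes on these samples, so the counts carry no test and are not independent evidence.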

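The 50 genes of Table 1 were higher at 70 mM NaF than in the control by a median log2 fold change of 1.89, and each of the 50 had a value above 0. The largest belonged to *exbB*, at 10.1-fold, the smallest to *ilvB* of isoleucine and valine synthesis, with a log2 fold change of 0.90 (standard error 1.53, n = 3 arrays per culture). The value of *ilvB* rests on replicate 1, as the log2 ratios of same-numbered arrays were 4.23, -0.79 and -0.75, and it was -0.58 without 70 mM NaF replicate 1. Genes of magnesium transport were among the rises: *mgtA*, for a magnesium transporter, had a log2 fold change of 2.35 (standard error 0.45, adjusted p = 0.00946), and *mgtS*, for a small protein that acts with it, had a log2 fold change of 2.26 (standard error 0.26, adjusted p = 0.000375). *sodA*, for the manganese superoxide dismutase, had a log2 fold change of 2.55 (standard error 0.35, adjusted p = 0.00142). Of the 50, 29 passed the test in limma over all genes, 40 when adjusted over the list alone and 43 with the replicate number as a block. Table 1 was drawn up by the study on these samples, so these counts are not independent evidence. The 24 genes with a REP named had a median log2 fold change of 2.17 and 16 of them were called, among them *mgtA*. For the other 26, including *mgtS* and *sodA*, the median was 1.80 and 13 were called. Of all 4417 genes, the 50 with the largest log2 fold changes include 31 of Table 1.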

**FIG 2:**
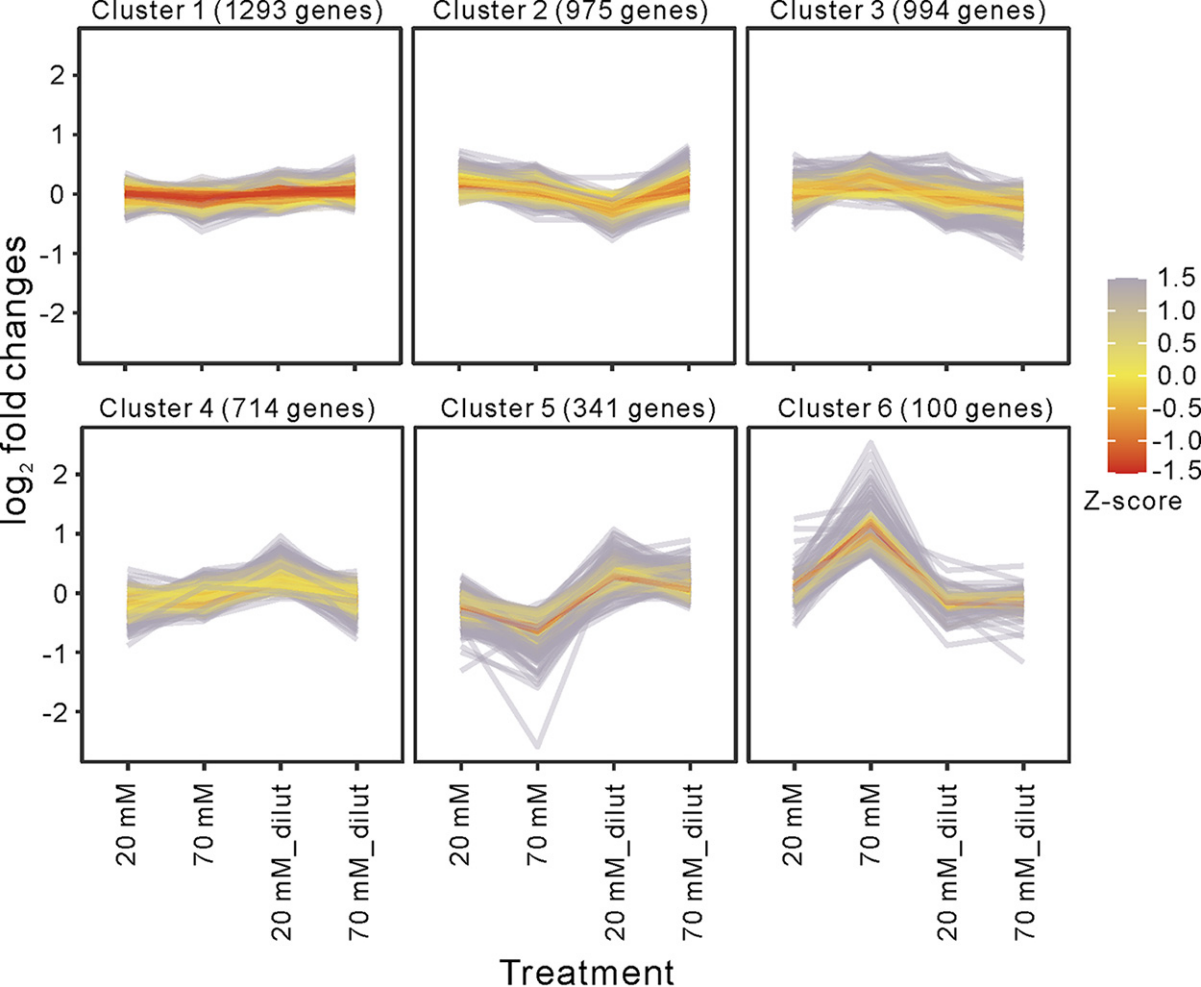
K-means clustering of gene expression data reflecting the dose-dependent effects of NaF on differential gene expression in E. coli under anaerobic conditions. Expression profiles obtained from four treatment conditions (20, 70, 20 mM_dilut [5× diluted from 20 mM] and 70 mM_dilut [5× diluted from 70 mM] mM NaF) were clustered by the K-means algorithm with k = 6. The red lines represent gene expression profiles that are well supported based on their Z-scaled log_2_ Euclidean distance to the mean of the cluster.

**FIG 3:**
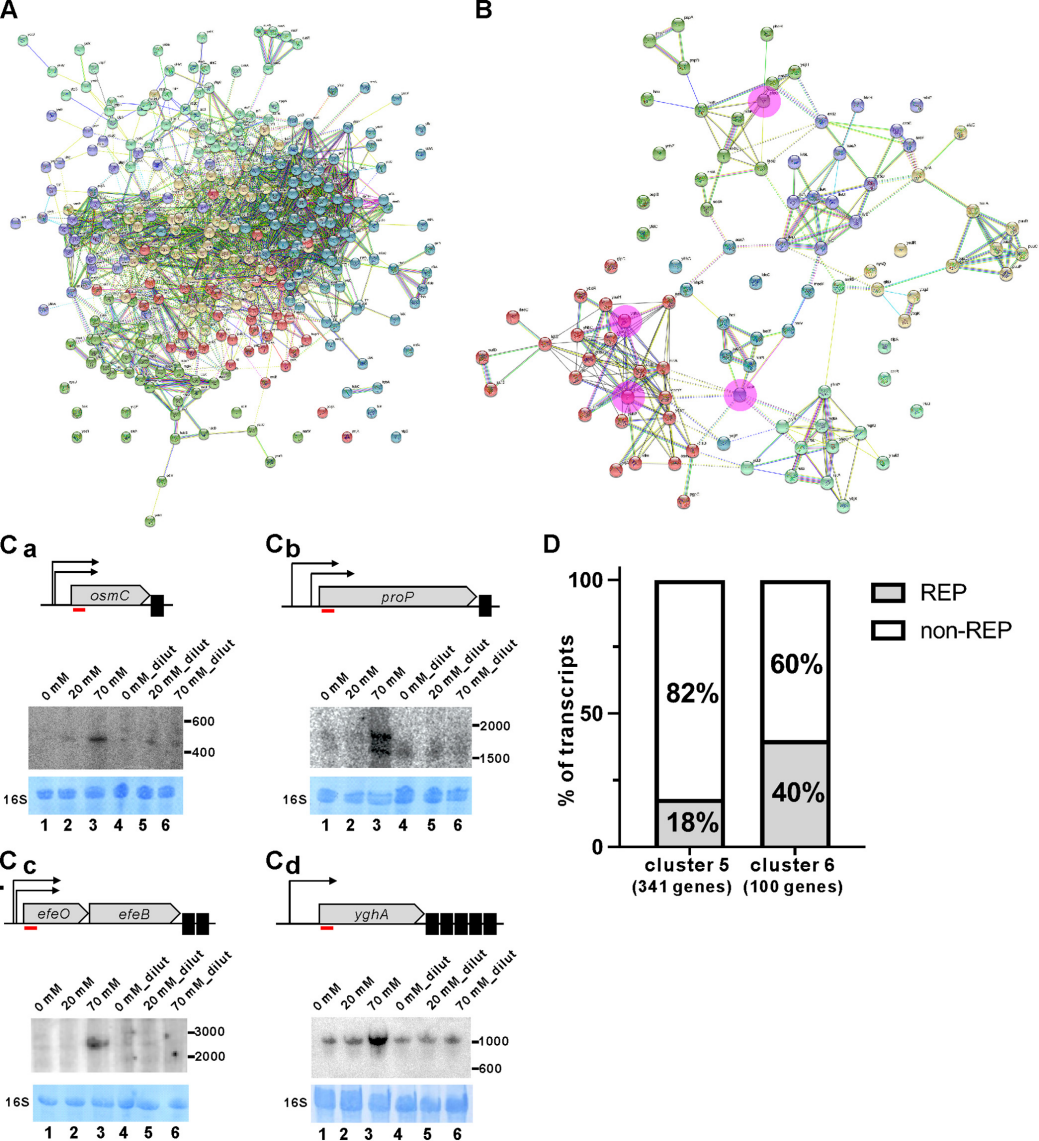
Functional association analysis of genes transiently downregulated (cluster 5) or upregulated (cluster 6) as a result of increased and subsequently decreased NaF levels. (A and B) The functional interaction networks of upregulated (A) and downregulated (B) genes of cluster 5 and 6, respectively, were generated using the functional enrichment analysis available at STRING (https://string-db.org/). Network nodes are labeled with gene symbols and nodes of the same color indicate that the corresponding proteins are involved in the same biological pathway. The lines represent functional interactions between proteins. Pink highlighted nodes in panel B indicate proteins whose cognate transcripts were selected for Northern blot validation, presented in panel C. (C) Transient accumulation of *osmC* (Ca), *proP* (Cb), *efeO* (Cc), and *yghA* (Cd) RNAs upon an increase (0, 20, and 70 mM) and subsequent decrease (0, 4 [20 mM_dilut] and 14 [70 mM_dilut]) in concentration of NaF. Hybridizations were performed with internally labeled probes specific to selected RNAs from cluster 6. The 16S rRNA served as an internal loading control. The RiboRuler RNA ladder (Thermo Scientific) was used as a size marker. Schematic representations of the *osmC*, *proP*, *efeO-efeB*, and *yghA* operons are shown on top of each Northern blot. Repetitive extragenic palindromic sequences (REPs) are depicted as black rectangles. The regions complementary to the probes are indicated by thin red lines under the 5′ end of each transcript. (D) Relative percentages of REP-containing RNAs versus RNAs lacking REPs in clusters 5 and 6.

**TABLE 1:** Top 50 upregulated transcripts from cluster 6 (70 mM NaF versus control)

	Gene ID	Log_2_ fold change, (70 mM NaF vs control)	*P* value, (*t* test)	REP name	No. of REPs
1	*proP*	2.62	0.02	REP326	1
2	*ilvX*	2.44	0.03	REP285	1
3	*exbB*	2.41	0.06	REP222	5
4	*mgtA*	2.41	0.01	REP339	2
5	*otsB*	2.3	0		
6	*ilvC*	2.28	0.01		
7	*puuD*	2.21	0.01	REP112	2
8	*ycfJ*	2.19	0.02	REP103	1
9	*slyB*	2.18	0		
10	*osmC*	1.9	0.01	REP122	1
11	*exbD*	1.87	0.01	REP222	5
12	*sodA*	1.85	0		
13	*puuC*	1.84	0	REP112	2
14	*ldtE*	1.84	0		
15	*osmB*	1.82	0		
16	*puuR*	1.79	0.01	REP112	2
17	*yghA*	1.77	0.03	REP222	5
18	*ybjX*	1.75	0.02		
19	*mgtS*	1.72	0.01		
20	*puuA*	1.72	0.04	REP111	1
21	*otsA*	1.69	0.01		
22	*puuP*	1.64	0	REP111	1
23	*clpA*	1.62	0.07		
24	*rstA*	1.61	0.05		
25	*bdm*	1.61	0		
26	*ilvE*	1.58	0.02	REP285	1
27	*yrbL*	1.57	0.04		
28	*ytjA*	1.56	0		
29	*osmY*	1.55	0.03		
30	*aroF*	1.55	0.01	REP190	1
31	*tyrA*	1.46	0.02	REP190	1
32	*bax*	1.44	0.07	REP268	4
33	*modF*	1.44	0.18	REP71	1
34	*ilvM*	1.43	0.08	REP285	1
35	*fhuF*	1.42	0.05		
36	*ilvD*	1.4	0.07	REP285	1
37	*yhbO*	1.38	0.08		
38	*alaC*	1.38	0.07		
39	*phoQ*	1.37	0		
40	*betT*	1.37	0.04		
41	*amtB*	1.35	0.09	REP42	1
42	*dacC*	1.31	0.04	REP81	1
43	*glpD*	1.31	0.04	REP256	2
44	*ilvB*	1.28	0.52		
45	*pgpC*	1.26	0.05		
46	*betA*	1.26	0.03		
47	*cysQ*	1.24	0.08		
48	*ycgB*	1.21	0.13		
49	*proV*	1.21	0.04	REP193	2
50	*clsB*	1.18	0.03		

### (ii) Defining the major cellular processes and metabolic pathways affected by NaF treatment.

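At 70 mM NaF, the largest rises include single genes of siderophore uptake, putrescine degradation and osmoprotectant uptake, and the largest falls include a ferritin gene and single genes of ribose and nucleoside uptake. *exbB*, part of the complex that powers siderophore import, rose 10.1-fold (3.34 on the log2 scale, adjusted p = 0.00467, n = 3 arrays per culture), and its neighbor *exbD* rose 5.38-fold. *puuD* and *puuR*, the latter the repressor of the putrescine genes, rose 8.55-fold and 5.68-fold. *ilvX* rose 7.36-fold, *bdm* 6.12-fold, *yghA* 6.05-fold, *ycfJ* 5.93-fold, *sodA* 5.86-fold and *proP* 5.53-fold. Each of these 10 was called with any of the 6 arrays left out in turn. Among the falls that were also called with any array left out, the glucosyltransferase gene *yfdH* had a log2 fold change of -3.13 (standard error 0.51), the dicarboxylate transporter gene *dctA* -2.90 (standard error 0.20), the nucleoside transporter gene *nupC* -2.77 (standard error 0.44) and the ribose transporter gene *rbsD* -2.75 (standard error 0.44). The ferritin gene *ftnA* had a log2 fold change of -4.61 (standard error 0.97, adjusted p = 0.0142), and its adjusted p was 0.0642 without control replicate 1, 0.0738 without 70 mM NaF replicate 2 and 0.0706 without 70 mM NaF replicate 3. The small gene *yqgB* had a log2 fold change of -2.84 (standard error 0.65, adjusted p = 0.0228), and the arginine tRNA gene *argY* had a log2 fold change of -2.81 (standard error 0.77, adjusted p = 0.045). Their adjusted p without single arrays is 0.096 without control replicate 1, 0.0885 without 70 mM NaF replicate 2 and 0.0909 without 70 mM NaF replicate 3 for *yqgB*, and 0.194 without control replicate 1, 0.0831 without control replicate 2, 0.154 without 70 mM NaF replicate 2 and 0.154 without 70 mM NaF replicate 3 for *argY*. Limma called 84 genes higher and 196 lower at 70 mM NaF, and 1170 genes passed at an unadjusted p under 0.05, where chance gives 221. With the replicate number as a block, 409 were higher and 664 lower. Higher and lower counts were 144 and 192 without the 5 arrays of bright dim probes. They were 554 and 587 with the lower quartile of probe signal as a covariate. The total of 280 fell to 108 without control replicate 1, 141 without control replicate 2, 98 without 70 mM NaF replicate 2 and 110 without 70 mM NaF replicate 3, and 36 of the genes called higher and 41 of those called lower passed with any array left out.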

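At 20 mM NaF, the aldehyde dehydrogenase gene *aldA* fell, and the other 9 genes named here lost their call with single arrays left out. The prophage genes *ybcO*, *pinE*, *beeE* and *tfaR* rose 6.7-fold, 6.65-fold, 5.62-fold and 4.2-fold, and *xylH* of xylose uptake rose 5.1-fold (n = 3 arrays per culture). *aldA* had a log2 fold change of -2.74 (standard error 0.33, adjusted p = 0.00133), and *sdhD*, for a subunit of succinate dehydrogenase, had a log2 fold change of -3.09 (standard error 0.66, adjusted p = 0.0319). *argG* of arginine synthesis had a log2 fold change of -2.71 (standard error 0.61), *rbsB* of ribose uptake -2.70 (standard error 0.54) and *yfdH* -2.63 (standard error 0.51). Of the 10 genes named, *aldA* alone was called with any of the 6 arrays left out. The other falls lost the call without control replicates 1 and 2 and 20 mM NaF replicates 2 and 3, with adjusted p from 0.0653 for *yfdH* to 0.172 for *argG*, and the rises without control replicate 3 as well, with adjusted p from 0.0638 for *pinE* to 0.237 for *beeE*. Limma called 196 genes higher and 219 lower, 25 and 125 of which were called in the same direction at 70 mM NaF. Both doses are compared with the same 3 control arrays, too few to divide, which by itself makes their fold changes alike. Across all genes the log2 fold changes of both doses had a correlation of 0.85, and the mean over 100 simulations of unchanged cultures with shared control arrays was 0.50. The same sign was found in 86.5% of genes, and in 66.7% in the simulations, which left out that arrays of the same number vary together. With the replicate number as a block, 1065 genes were higher and 975 lower at 20 mM NaF. A fit to the 6 compared arrays alone, with fewer arrays to estimate the spread, called 0 at 20 mM NaF. After adjustment, the t test that the paper names for Table 1 called 0 as well. Without the 5 arrays of bright dim probes, replicate 1 alone stands for 20 mM NaF. The median log2 fold change of the called genes was then 0.49 for the higher and -0.88 for the lower, against 1.05 and -1.45. The total of 415 was 18 with the lower quartile of probe signal as a covariate. It was 2356 without 20 mM NaF replicate 1, 12 and 13 without replicates 2 and 3 of that culture, and 52, 12 and 104 without control replicates 1, 2 and 3.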

Our analysis of the gene expression clusters revealed principle categories of genes in E. coli that are up- or downregulated by NaF in a dose-dependent manner under anaerobic conditions (Fig. 3 and Table 2). We found that the upregulated genes are linked to controlling cell envelope stress (*pspABCDE* operon), osmotic stress adaptation (the *betIBA*, *proVWX*, and *otsBA* operons, as well as *proP*, *betT*, *treF*, *osmC*, *osmY*, *osmB*, and *ybaY* genes), signal transduction systems (the *phoPQ*, *rstAB*, and *yeaGH* operons), metabolism (the *ilvXGMEDA* and *ivbL-ilvBN* operons, as well as *ilvC*, *aroG*, and *aroF* genes), lipid biosynthesis (*ybhP*, *cslB*, *ybhN*, and *pgpC* genes), amine and polyamine degradation (the *puuDRCBE* operon), acquisition of iron (the *entCEBA*, *exbBD*, and *feoABC* operons, and the *yqjH* and *fhuF* genes), and iron homeostasis (*sufABCDSE* operon). In contrast, downregulated genes were involved in glycolysis (*gapA*, *yeaD*, *tpi*, and *fbp* genes), fatty/amino acids metabolism (the *argCBH*, *carAB*, and *rfbACX* operons, and the *accA*, *fabF*, *fabZ*, f*abB*, *argF*, *argA*, *argG*, *argI*, *metA*, *metB*, and *metK* genes), energy production (*cydAB* operon), cytochrome *c* biogenesis (the *yajC*, *yidC*, *yidD*, and *dsbA* genes), protein translocation (*tatABC* operon), translation (*rplK*, *rplM*, *rpsI*, *rpmB-rpmG*, *rpmH*, *rnpA*, *rpsU*, *rpsT rplS*, *rplT*, *rpsO*, *rpmE*, *rpmF*, *rpmA*, *rplU*, *rplY*, *prmB*, and *rimO* genes), translation regulation (*infC*, *infA*, *rsfS*, *rmlH*, *rrf*, *prfC*, *efp*, *yhbY*, and *arfA* genes), protein folding/processing (*grpE*, *groS*, *degP*, and *prc* genes), transport (the *cusCFBA*, *cusRS*, *rbsDACBKR*, *mglBAC*, *artPIQM*, *metNIQ*, *gatABCD*, and *manXYZ* operons and the *artJ* gene), and RNA metabolism (the *guaBA*, *purHD*, *hflD*, *purMN*, *rseABC*, *glyVXY* operons, as well as the *dcd*, *nrdA*, *dut*, *slmA*, *pyrC*, *adk*, *purB*, *putT*, *purl*, *purF*, *guaC*, *udk*, *rpoE*, *rpoZ*, *hns*, *dusB*, *fis*, *nusG*, *dksA*, *crp*, *lrp*, *pdhR*, *btsR*, *mraZ*, *ssrS*, *pcnB*, *rnc*, *era*, *rppH*, *yicC*, *ndk-rlmN*, *rsmA*, *rlmH*, *rlmI*, *rluC*, *rluE*, *rlhA*, *trmA*, *ppnP*, *cysS*, *asnS*, *glnS*, *proS*, *argS*, *tyrS*, *mnmA*, *mnmG*, and *rph* genes), including those coding for tRNA precursors (*valUXY-lysV*, *serV-argVYZQ*, *lysT-valT-lysW-valZ-lysY-lysQ*, *metT-LeuW-glnUW-metU-glnVX*, *thrU-tyrU-glyT-thrT*, *glyW-cysT-leuZ*, *aspT*, *serX*, *tyrTV*, *aspU*, *rrsA-ileT-alaT-rrlA-rrfA*, *rrsB-gltT-rrlB-rrfB*, *rrsC-gltU-rrlC-rrfC*, *rrsD-ileU-alaU-rrlD-rrfD-thrV-rrfF*, *rrsE-gltV-rrlE-rrfE*, *rrsG-gltW-rrlG-rrfG*, and *rrsH-ileV-alaV-rrlH-rrfH*).

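Genes of putrescine degradation and some genes of osmotic stress adaptation and iron acquisition rose at 70 mM NaF, while those of the phage shock operon did not pass the test. All 5 genes of amine and polyamine degradation were higher, with a median log2 fold change of 2.27 (n = 3 arrays per culture). Of 13 genes of osmotic stress adaptation, 6 were higher, among them *proP* and the choline dehydrogenase gene *betA* at 1.85 (standard error 0.31). The count was 2 without control replicate 1 and 3 without 70 mM NaF replicate 3. Of 11 genes of iron acquisition, 4 were higher: *exbB* and *exbD*, the ferric reductase gene *fhuF* at 1.79 (standard error 0.28) and the siderophore reductase gene *nfeF* at 1.14 (standard error 0.17). *fhuF* and *nfeF* are among the 20% dimmest genes, and over the alternatives run their log2 fold changes went down to 0.63 and 0.35. In signal transduction, 2 of 6 were higher: *phoQ*, the sensor kinase for magnesium, at 1.52 (standard error 0.25), and the sensor kinase gene *rstB* at 1.64 (standard error 0.31), and 4 without the 5 arrays of bright dim probes. In metabolism, *ilvX* and *ilvE* were called of 10. *ilvE* had a log2 fold change of 1.44 (standard error 0.40, adjusted p = 0.0461) and was not called with any of the 6 arrays left out, with an adjusted p of 0.157 without control replicate 1, 0.0579 without 70 mM NaF replicate 1, 0.127 without control replicate 2, 0.153 without 70 mM NaF replicate 2, 0.053 without control replicate 3 and 0.126 without 70 mM NaF replicate 3. Of 3 genes of cell envelope stress and 2 of iron homeostasis, 0 were called in limma, 2 and 0 when adjusted over the list alone, 2 and 1 at an unadjusted p under 0.05, 1 and 0 with the replicate block, and 1 and 0 without the 5 arrays.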

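These categories were chosen by the study on these samples, so their counts are not independent evidence. Adjusted over the list alone, 11 genes of osmotic stress adaptation were higher, 5 of amine and polyamine degradation, 8 of iron acquisition, 3 of signal transduction, 3 of metabolism and 3 of lipid biosynthesis. With the replicate number as a block the counts were 10, 5, 8, 3, 5 and 4. In camera, which compares a group with all other genes, osmotic stress adaptation had an adjusted p of 2.12e-09 and kept its call with an estimated correlation (adjusted p = 0.0464), but not when the replicate number was a block as well (adjusted p = 0.084). For the others the adjusted p with an estimated correlation was 0.071 for polyamine degradation, 0.071 for iron acquisition, 0.254 for signal transduction, 0.255 for metabolism and 0.142 for lipid biosynthesis. Lists of genes drawn up before the data were examined, but after the paper had been read, give these groups another count. For putrescine degradation this is not free of the paper's choice, as Table 2 names all 7 genes of the list. All 7 genes of putrescine degradation were higher (7 adjusted over the list alone), including the uptake gene *puuP* at 2.08 (standard error 0.36) and *puuA* at 2.26 (standard error 0.53), whose adjusted p was 0.0763 without control replicate 1, 0.0572 without 70 mM NaF replicate 1, 0.0674 without 70 mM NaF replicate 2 and 0.0689 without control replicate 3. Of 16 genes activated by PhoP, which responds to low magnesium, 7 were higher (8 adjusted over the list alone), among them the lipoprotein gene *slyB* at 1.99 (standard error 0.37) and *mgrB* at 1.94 (standard error 0.36), with the same number for any array left out and 10 without the 5 arrays of bright dim probes. Of 18 genes of isoleucine, valine and leucine synthesis 3 were higher (3 adjusted over the list alone, 5 with the replicate block): *ilvX*, *ilvE* and the regulator gene *ilvY* at 0.90 (standard error 0.17). Of 18 genes of aromatic amino acid synthesis 0 were called in limma, 0 when adjusted over the list alone, 4 at an unadjusted p under 0.05, and 2 higher and 2 lower with the replicate block, where *aroF* had an adjusted p of 0.0128, and 2 lower without the 5 arrays. Camera gave adjusted p of 8.01e-09, 1.7e-05 and 0.00733 for the putrescine, PhoP and isoleucine lists, and 0.173, 0.371 and 0.616 with an estimated correlation.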

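At 70 mM NaF, genes of ribose uptake, the galactose uptake gene *mglB* and some genes of arginine synthesis fell. No single gene listed for glycolysis, cytochrome c biogenesis, protein folding, protein translocation or energy production passed in limma without the replicate block. With that block, genes of cytochrome c biogenesis and of glycolysis passed. Of 24 transport genes, 9 were lower, among them *mglB*, for a galactose binding protein, at -2.33 (standard error 0.11, adjusted p = 3.5e-08, n = 3 arrays per culture), *rbsC* at -2.48 (standard error 0.38) and *rbsA* at -1.99 (standard error 0.19). The count was 4 without control replicate 1 or 70 mM NaF replicate 2. *mglB* is among the 20% dimmest genes, and over the alternatives run its log2 fold change lay between -2.46 and -0.90. Of 19 genes of fatty and amino acid metabolism, 8 were lower, including *argC* at -2.55 (standard error 0.49) and *argB* at -2.13 (standard error 0.41), and this count was 3 without control replicate 1, 5 without control replicate 2 and 2 without 70 mM NaF replicate 2. Of 59 genes of RNA metabolism, 14 were lower. The response regulator gene *btsR* had a log2 fold change of -1.76 (standard error 0.21, adjusted p = 0.000571), and the pyruvate-responsive repressor gene *pdhR* had a log2 fold change of -2.74 (standard error 0.67, adjusted p = 0.0283), with an adjusted p of 0.122 without control replicate 1, 0.0566 without 70 mM NaF replicate 1, 0.0611 without control replicate 2 and 0.124 without 70 mM NaF replicate 2. The count for RNA metabolism was 2 without control replicate 1, 23 without 70 mM NaF replicate 1, 4 without control replicate 2 or 70 mM NaF replicate 3 and 1 without 70 mM NaF replicate 2. In translation 2 of 19 were lower, *rpmH* and *rnpA*, and in translation regulation 2 of 9, *prfC* and *rlmH*. Their counts were 0 without control replicate 1 or 70 mM NaF replicate 2 and 1 without 70 mM NaF replicate 3, and 0 without control replicate 1 or control replicate 2 or 70 mM NaF replicate 2 or 70 mM NaF replicate 3. The glycolysis genes *gapA* and *tpiA* had log2 fold changes of -0.39 (standard error 0.38) and -0.03 (standard error 0.47).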

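These categories, too, were chosen on these samples and are not independent evidence. Adjusted over the list alone, the counts of lower genes were 12 for transport, 15 for fatty and amino acid metabolism, 30 for RNA metabolism, 3 for translation, 3 for translation regulation, 4 of 4 for cytochrome c biogenesis, 0 of 4 for glycolysis, 0 of 4 for protein folding, 0 of 1 for energy production and 0 of 1 for protein translocation. With the replicate number as a block they were 18, 13, 41, 9, 4, 4, 2, 0, 0 and 0. At an unadjusted p under 0.05, 4 genes of cytochrome c biogenesis, 1 of glycolysis, 0 of protein folding, 0 of energy production and 0 of protein translocation passed in limma. Genes called in the block and not in limma without it include *yidD* (adjusted p = 0.00346), *fbp* of gluconeogenesis (adjusted p = 0.0163) and *yeaD* (adjusted p = 0.0283). Camera gave transport an adjusted p of 5.05e-10, 0.0464 with an estimated correlation, and 0.00134 with an estimated correlation and the replicate block. With an estimated correlation the adjusted p was 0.071 for fatty and amino acid metabolism, 0.255 for RNA metabolism, 0.305 for translation, 0.255 for translation regulation and 0.255 for cytochrome c biogenesis. Without the 5 arrays of bright dim probes, 10 genes of RNA metabolism, 1 of translation regulation and 2 of cytochrome c biogenesis were lower.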

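In the lists drawn up beforehand, some genes of arginine synthesis, purine synthesis and sugar uptake fell at 70 mM NaF. Of 20 genes of sugar uptake, which CRP controls, 6 were lower with a median log2 fold change of -1.49 (n = 3 arrays per culture), 7 when adjusted over the list alone and 12 with the replicate block. Of 11 genes of arginine synthesis 3 were lower (8 adjusted over the list alone, 8 with the replicate block, median -1.84), *argC* and *argB* with any array left out. The other, *argG*, had a log2 fold change of -2.50 (standard error 0.61, adjusted p = 0.0275), with an adjusted p of 0.0947 without control replicate 1, 0.0959 without control replicate 2, 0.122 without 70 mM NaF replicate 2 and 0.077 without 70 mM NaF replicate 3. The count for arginine was 5 without 70 mM NaF replicate 1. Of 17 genes listed for purine synthesis 4 were lower (13 adjusted over the list alone, 14 with the replicate block, median -1.42), among them *purF* at -2.44 (standard error 0.51), with an adjusted p of 0.0728 without control replicate 1, 0.0738 without 70 mM NaF replicate 2 and 0.0591 without 70 mM NaF replicate 3. Also among the 4 was *cvpA*, at -2.11 (standard error 0.26), which the paper's Table 2 gives as a colicin V production protein and not as an enzyme of the pathway. The purine count was 1 without control replicate 1 or 70 mM NaF replicate 2 or 70 mM NaF replicate 3, 9 without 70 mM NaF replicate 1 and 2 without control replicate 2, and 2 without the 5 arrays of bright dim probes. Of 13 genes of methionine synthesis and uptake, *metB* alone was lower (6 adjusted over the list alone, 6 with the replicate block), at -1.89 (standard error 0.43), with 0 without control replicate 1 or control replicate 2 or 70 mM NaF replicate 2 or 70 mM NaF replicate 3 and 9 without control replicate 3, and 0 without the 5 arrays.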

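Of 13 genes of fatty acid synthesis 1, *fabB*, was lower at 70 mM NaF (1 adjusted over the list alone, 2 with the replicate block), at -1.93 (standard error 0.44, n = 3 arrays per culture), and 0 without 70 mM NaF replicate 1 or control replicate 2 or 70 mM NaF replicate 2 or control replicate 3. Of 23 aminoacyl-tRNA ligase genes, the asparagine ligase gene *asnS* had a log2 fold change of -1.80 (standard error 0.50, adjusted p = 0.0464). The count over the list was 0 when adjusted over the list alone, 8 with the replicate block and 3 without the 5 arrays of bright dim probes, and without single arrays 0 without control replicate 1 or control replicate 2 or 70 mM NaF replicate 2 or control replicate 3 or 70 mM NaF replicate 3 and 3 without 70 mM NaF replicate 1. Of 10 genes of pyrimidine synthesis 0 passed in limma, 0 when adjusted over the list alone, 3 at an unadjusted p under 0.05 and 2 with the replicate block, *carA* at an adjusted p of 0.0247 and *pyrD* at 0.0267. *carA*, shared with arginine synthesis, had a log2 fold change of -3.27 (standard error 1.18) and *pyrD* -2.63 (standard error 0.99). Without 70 mM NaF replicate 1, 2 genes of pyrimidine synthesis passed. Camera gave adjusted p of 1.7e-05 for sugar uptake, 1.71e-05 for arginine, 9.68e-07 for purines, 0.000779 for methionine, 0.0386 for pyrimidines, 0.00372 for fatty acids and 0.000531 for the ligases. With an estimated correlation these were 0.173, 0.371, 0.371, 0.559, 0.616, 0.616 and 0.616, none of them under 0.05.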

**TABLE 2:** E. coli genes transiently upregulated (cluster 6) and downregulated (cluster 5) by NaF in a dose-dependent manner^*a*^

General categories	Operons	Functional subcategories	Transcriptional/translational regulators		Terminators
			Activator	Repressor	and REPs
Upegulated genes (Cluster 6)					
Cell envelope stress	*pspA* ***B*** *CD* ***E***	Inner membrane stress	RpoN		
Osmotic stress adaptation	*proP* (osmosensing transporter)	Uptake of zwitterionic osmolytes (l-proline:proton symport, glycine betaine:proton symport)	Fis, CRP, RpoS		REP326
	*betIBA, betT*	Biosynthesis of the osmoprotectant glycine betaine from choline	Cra, RpoS	BetI,	
				p-ArcA	
	*proV* ***WX***	Glycine betaine ABC transporter	IHF, RpoS	H-NS	REP193a-b
	*otsBA, treF*	Trehalose (osmoprotectant) metabolism	RpoS, ppGpp		
	*osmC*	Organic peroxidase activated by osmotic pressure	Na-NhaR	H-NS	REPt122
			pRcsB, ppGpp leu-Lrp		
	*osmY*	Periplasmic chaperone	ppGpp, RpoS	H-NS, CRP, Fis, IHF, FliZ, pArcA	
	*osmB*	Osmotic stress	RpoS, P-RcsB, Nac, ppGpp		
	(lipoprotein)				
	*ybaY*	Osmotic stress	FliA		
	(lipoprotein)				
Signal transduction systems	*phoPQ*	Phoqp Two-Component Signal Transduction System, magnesium-dependent	p-PhoP, RpoE	GcvB, MicA	
	*mgrB*	Phoq kinase inhibitor	PhoP		
	*rstAB*	Rstba Two-Component Signal Transduction System	PhoP		
	*yeaGH*	Putative yeagh Two-component	ppGpp, NtrC		REP134
		Signal transduction system			
Metabolism	*ilvX* ***G*** *MED* ***A***	Isoleucine	ppGpp	Lrp, GcvB	REP285
	*ivbL-ilvBN*	&	ppGpp, cAMP-CRP	GcvB	Rho-ind. terminator
	*ilvC*	Valine biosynthesis	IlvY		
	*ilvE* *alaC*	l-alanine biosynthesis II	ppGpp, InfA(B) SgrR	Lrp Nac	
	*aroG*, *aroF-tyrA*	3-dehydroquinate biosynthesis I	pCpxR	TyrR, Lrp	REP70
	*trpD* (anthranilate synthase subunit TrpD) *gltD* *ast****CAD****B****E***	l-glutamine degradation I / l-glutamate biosynthesis, l-tryptophan biosynthesis l-glutamine degradation I Ammonia assimilation cycle III l-glutamate biosynthesis I l-arginine degradation II (AST pathway)	SoxR TrpR, RydC Leu-Lrp, AdiY, RpoS, InfA, HdfR arg_ArgR p-NtrC, RpoS, RpoN	TyrR, Nac GcvB Fe^2+^-Fur, FNR, Nac, cAMP-CRP, Arg-ArgR Lrp, Rob	REPt190
	*talA-tktB*	Pentose phosphate pathway (nonoxidative branch)	pCreB, ppGpp, DksA		REP179a-c
	*maeA* *acnA*	Glyoxylate cycle, TCA cycle I (prokaryotic) mixed acid fermentation gluconeogenesis I Glyoxylate cycle / TCA cycle I	Cra, CRP, ppGpp, MarA, Rob, SoxS	FnrS pArc, Fnr	
	*ybdR*	Oxidoreductase		Nac	
	(putative alcohol dehydrogenase YbdR)				
Lipid biosynthesis	*pgpC*	Cardiolipin biosynthesis I	RpoH	NsrR	
	*ybhP-cslB-ybhN*	Cardiolipin biosynthesis I	ppGpp		
Amine and polyamine degradation	*puuDRCBE,*	Putrescine degradation II	RpoS	puuR, p-ArcA	REPv112a-b
				cAMP-CRP	
	*puuA*	Putrescine degradation II		puuR, p-ArcA, Fnr	
	*puuP*	Putrescine:H^+^ symporter puup	RpoN, RpoS	puuR, p-ArcA, Fnr	REPv111
Peptidoglycan maturation	*ldtE*	L, d-transpeptidase ldte	ppGpp		

	*dacC*		ppGpp	ArgR, pBolA	REPt81	
Acquisition of iron Metabolite damage control	*entCEBA*	Enterobactin biosynthesis	cAMP-CRP	Fe^2+^-Fur		
	*yqjH (nfeF)*	Adaptation to iron starvation		Fe^2+^-Fur, NfeR	5′ REP228a-b	
	*exbBD*	Transport of iron-siderophore complexes		Fe^2+^-Fur	REP222a-d	
					REPv222e	
	*feoABC*	Ferrous iron transport	Fnr, pOmpR	Fe^2+^-Fur, pArcA, NagC		
	*fhuF*	Ferric-siderophore reductase		Nac, Fe^2+^-Fur, OxyR		
	*efe* ***U*** *O* ***B*** *ybgl-pxpBC* ***A***	Ferrous iron transport system protein efeo 5-oxoprolinase		CpxR	REP95ab	
Iron homeostasis	*suf* ***A*** *B* ***C*** *D* ***SE***	Iron-sulfur cluster assembly	ppGpp, OxyR, IscR, OxyR, InfA	Fe^2+^-Fur,		
				NsrR		
Transcription factors	*mhpR*	Catabolism of aromatic compounds	cAMP-CRP			
	DNA-binding transcriptional activator MhpR					
DNA & protein repair	*yhbO*	Protein/nucleic acid deglycase 2	ppGpp	Rob		
Control of cell division and morphology	*fic* *drpB*	Cell filamentation induced by camp Cell division protein drpb	RpoS RpoE			
Miscellaneous	*modF*	Molybdenum uptake			REP71	
	*mgtA*	Transport of Mg^2+^	pPhoP		REP339a REPv339b	
	(Mg^2+^ importing P-type ATPase)					
	*mgtS*	Interacts with the Mg^2+^ transporter, mgta to promote intracellular Mg^2+^ accumulation Transport of ammonium	pPhoP, Nac GadX, pNtrC	Fnr, Fe^2+^-Fur	REPt42	
	(MgtS is a small, inner membrane protein) *amtB*					
	*ldcC*	Aminopropylcadaverine biosynthesis		GlaR		
	lysine decarboxylase 2	Cadaverine biosynthesis, l-lysine degradation I				
		
	*glpD*	Aerobic glycerol 3-phosphate dehydrogenase	cAMP-CRP	pArcA, GlpR, FnrS	REPv256a REP256b	
	*bdm*	Positive regulation of bacterial-type flagellum assembly	RcsB			
	(biofilm-dependent modulation protein)					
	*slyB* *clpA* *mlaF* ***EDCB***	Outer membrane lipoprotein slyb Clpa ATP-dependent protease specificity component and chaperone Intermembrane phospholipid transport system, ATP binding subunit mlaf	MarA	pPhoB	REP244	

	*sodA* (superoxide dismutase reduces iron toxicity)	Oxidative stress	SoxR, SoxS, cAMP-CRP, MarA, Rob	ArcA, Fe^2+^-Fur, Fur, InfAB FnrS, RyhB		
	*yghA*	NADP^+^-dependent aldehyde reductase	ppGpp	pBasR	REPt222a-e	

	*yrbL* *truB* *pepB* *bax* *yfdC* *yqjE*	Protein kinase-like domain-containing protein yrbl tRNA pseudouridine55 synthase Aminopeptidase B Putative glycoside hydrolase Bax Inner membrane protein yfdc Inner membrane protein yqje	PhoP, SoxS, SoxR Fis	Arg-ArgR cAMP-CRP GlaR	REP183b REP268a-d	
	*ytjA* *ybjX*	DUF1328 domain-containing protein ytja DUF535 domain-containing protein ybjx	YieP, FliA	Nac		
	*yldA*	Protein ylda				
	*ycfJ* *ycgB* *ymjE* *ybhG* *yobA-yebZ-yebY* *zntA* *fdoH*	PF05433 family protein ycfj PF04293 family protein ycgb Protein ymje Copd family protein Copper-sequestering Zn^2+^/Cd^2+^/Pb^2+^ exporting P-type ATPase Formate dehydrogenase O subunit β	Leu-Lrp ppGpp RpoS, RpoN ZntR	Nac, Lrp pArcA, Fnr, PuuR CecR sRNA FnrS sRNA SdhX	REPv111 REPv297b REPv297b	
Downregulated genes (Cluster 5)						
CENTRAL CARBON METABOLISM Glycolysis					
Gluconeogenesis I	*gapA-yeaD*	Glyceraldehyde-3-phosphate dehydrogenase gapa	cAMP-CRP, RpoE, RpoS RpoS	Cra	REPt133 REPt303	
Glycolysis II (from fructose 6-phosphate)	*ybhA*	Putative aldose 1-epimerase YeaD pyridoxal phosphate/fructose-1,6-bisphosphate phosphatase				
			
			
Glycolysis I (from glucose 6-phosphate) Pentose phosphate pathway (nonoxidative branch) I	*tpiA*	Triose-phosphate isomerase				
	*fbp*	Fructose-1,6-bisphosphatase 1				
	*tktA*	Transketolase 1				
						
TCA cycle	*sdhCD* ***AB***	Succinate dehydrogenase	Nac, cAMP-CRP, Fe^2+^-Fur	pArcA, pCpxR, Fnr, RyhB, Spf		
Glycerol degradation	*dhaKLM*		DhaR, RpoS		REPt107	
5-phosphoribosyl 1-pyrophosphate biosynthesis	*prs*	Ribose-phosphate diphosphokinas		PurR		
						
FATTY ACID METABOLISM						
Fatty acid biosynthesis initiation (type II)	*accA*	Acetyl-coa carboxyltransferase subunit α	FadR pCpxR, GadE, RpoE FadR			
	
	*fabF*					
	*fabZ*					
	*fabB*					
	*ispU*	Ditrans, polycis-undecaprenyl-diphosphate synthase ([2E,6E]-farnesyl-diphosphate specific)				
	*accA*	Acetyl-coa carboxyltransferase subunit α	FadR			
Lipoate biosynthesis and incorporation I	*yebD-lipB*	Lipoyl(octanoyl) transferase				
Phosphopantothenate biosynthesis I	*panB*	3-methyl-2-oxobutanoate hydroxymethyltransferase				
L-ornithine biosynthesis I	*argCBH*			argArgR argArgR argArgR, Lrp	REP207	
	*argF*					
	*argA*					
L-aspartate biosynthesis (+ 3 others)	*aspC*	Aspartate aminotransferase	Leu-Lrp	Fe^2+^-Fur, Fnr		
L-homoserine biosynthesis l-lysine biosynthesis I	*lysC*	Aspartate kinase III	ArgP			
	*dapB*	4-hydroxy-tetrahydrodipicolinate reductase	ArgP	Nac		
						
L-histidine biosynthesis	*hisG*	ATP phosphoribosyltransferase	ppGpp, DksA			
β-alanine biosynthesis III	*panD*	Aspartate 1-decarboxylase proenzyme		GcvB		
L-arginine biosynthesis I (via l-ornithine) Folate transformations III	*argG*		cAMP-CRP DksA, ppGpp pArcA, Fis, RutR	argArgR argArgR InfAB, PepA, RutR, argArgR SAM-MetJ		
	*argI*					
	
	*carAB* *metF*					
	
L-methionine biosynthesis I	*metA*		RpoE pPhoP	SAM-MetJ SAM-MetJ	REP306	
	*metB*					
S-adenosyl-l-methionine biosynthesis	*metK* *metJ*			SAM-MetJ Fe^2+^-Fur	REP215 REP305ab	
S-adenosyl-l-methionine salvage I						
dTDP-N-acetylthomosamine biosynthesis	*rfbACX*		GlaR	Nac		
dTDP-β-l-rhamnose biosynthesis	*rfbBD*					
CMP-3-deoxy-d-manno-octulosonate biosynthesis	*kdsA*	3-deoxy-d-manno-octulosonate 8-phosphate synthase	GlaR	Nac		
Acetate and ATP formation from acetyl-CoA I mixed acid fermentation ethanolamine utilization l-threonine degradation I	*ackA*	Acetate kinase	pArcA, pCreB, Fnr, Nac, RpoE	SdhX		
L-glutamine degradation I ammonia assimilation cycle III	*glsB*	Glutaminase 2				
						
Chorismate biosynthesis from 3-dehydroquinate	*aroK* ***B***	Shikimate kinase 1	ArgR			
						
Tetrahydromonapterin biosynthesis	*folX*	Dihydroneopterin triphosphate 2′-epimerase		FnrS		
Peptidoglycan maturation (meso-diaminopimelate containing)	*dacA*	D-alanyl-d-alanine carboxypeptidase daca				
	*rlpA*	Rare lipoprotein RlpA				
	*lptE*	Lipopolysaccharide assembly protein LptE				
	*murB*	UDP-*N*-acetylenolpyruvoylglucosamine reductase				
	*lpp*	Murein lipoprotein		pOmpR, MicL-S		
	*yafK*(*dpaA*)	Peptidoglycan meso-diaminopimelic acid protein amidase A	Nac			
	*mepS*	Peptidoglycan endopeptidase/peptidoglycan L, d-carboxypeptidase				
	*mipA*	MltA-interacting protein	pPhoB			
Peptidoglycan recycling I	*emtA*	Lytic murein transglycosylase E				
(Aminomethyl)phosphonate degradation	*ppa*	Inorganic pyrophosphatase				
						
ENERGY PRODUCTION						
						
	*cydA* ***B***	Cytochrome bd-I subunit 1	Nac, pArcA, Cra	H-NS, Fnr		
	*cydX*	Cytochrome bd-I accessory subunit CydX				
	*atpIB* ***EFHAGD***	ATP biosynthesis				
	*hybAO*	Hydrogenase 2 iron-sulfur protein		pNarL, pArcA		
	*ykgE*	Putative lactate utilization oxidoreductase YkgE	Leu-Lrp,	YieP, Nac		
	*adhE*	Fused acetaldehyde-coa dehydrogenase and iron-dependent alcohol dehydrogenase	Fis, Fnr, RpoS	Leu-Lpr, Cra, pNarL		
	*ldhA*	D-lactate dehydrogenase	RpoE, leu-Lrp			
	*aldA*	Aldehyde dehydrogenase A, NAD-linked	Mar, Rob, SoxS, cAMP-CRP	pArcA, DnaA, Fnr		
The SecYEG-SecDF-YajC-YidC holo-translocon (HTL) protein secretase/insertase						
cytochrome c biogenesis	*yajC*	Sec translocon accessory complex subunit YajC		ppGpp		
	*secG*	Sec translocon subunit SecG		Nac		
System I type	*yidC*	Membrane protein insertase YidC			REPv281	
	*yidD*	Membrane protein insertion efficiency factor				
	*dsbA*	Thiol:disulfide oxidoreductase DsbA	pCpxR	Nac		
Protein translocation	*tat* ***A*** *B* ***C***	Twin arginine protein translocation system-tatb protein				
Translation						
Ribosome proteins	*rplK*	50S ribosomal subunit protein L11		DksA, ppGpp, RplA		
	*rplM-rpsI*	50S ribosomal subunit protein L13, 30S ribosomal subunit protein S9	SrmB	cAMP-CRP, RplM, DksA, Fis, Fnr		
	*rpmB-rpmG*	50S ribosomal subunit protein L28, 50S ribosomal subunit protein L33		YfeC, DksA		
	*rpmH-rnpA*(*RNaseP*)	50S ribosomal subunit protein L34	Nac	YfeC, DksA ppGpp		
	*rpsU* *rpsT*	30S ribosomal subunit protein S21 30S ribosomal subunit protein S20		YfeC, DksA, LexA DksA		
	*rplS* *rplT*	50S ribosomal subunit protein L19 50S ribosomal subunit protein L20		DksA, Fnr RplT, DksA, Fnr, NsrR		
	*rpsO*	30S ribosomal subunit protein S15	Fis, RpsA	argArgR, ppGpp, cAMP-CRP, RpsO		
	*rpmE rpmF*	50S ribosomal subunit protein L31 50S ribosomal subunit protein L32	RpoH	ppGpp, RpmE		
	*rpmA, rplU*	50S ribosomal subunit protein L27	MlrI	DksA, ppGpp	REP243	
	*rplY*	50S ribosomal subunit protein L25		RplY, DksA, ppGpp	REP159	
	*prmB*	Ribosomal protein L3 N5-glutamine methyltransferase		Nac		
	*rimO*	Ribosomal protein S12 methylthiotransferase rimo				
Translation factors	*infC*	Translation initiation factor IF-3		DksA, NsrR		
	*infA*	Translation initiation factor IF-1		ppGpp, YeiE		
	*rsfS-rmlH*					
	*rrf* *frr*	Ribosome recycling factor Ribosome-recycling factor		ppGpp ppGpp		
	*prfC*	Peptide chain release factor RF3		ppGpp, Nac		
	*efp*	Protein chain elongation factor EF-P		ppGpp		
	*yhbY*	Ribosome assembly factor yhby		Leu-Lrp		
	*arfA*	Alternative ribosome-rescue factor A				
Regulation of translation	*csrB*	Small regulatory RNA csrb	DksA, ppGpp, pUvrY, InfAB			
						
Protein folding	*grpE*	Nucleotide exchange factor grpe	cAMP-CRP, RpoE			
	*groS*	Cochaperonin groes	Nac, RpoE,	Leu-Lrp		
	*degP* *hdeAB-yhiD*	Periplasmic serine endoprotease degp Energy-independent periplasmic chaperone	pCpxR GadY, pRcsB, pPhoB, pTor, ppGpp, RpoS	H-NS GadW, GadX, pLrp, FliZ, H-NS, MarA		
	*fkbA*	Peptidyl-prolyl cis-trans isomerase fkpa	ppGpp, RpoE			
	*ppiA*	Peptidyl-prolyl cis-trans isomerase A	pCpxR	CytR, cAMP-CRP		
	*narW*	Narw, putative private chaperone for narz nitrate reductase subunit	pOmpR			
Protein processing	*prc*	Tail-specific protease				
	*bepA*	Β-barrel assembly enhancing protease	RpoE			
TRANSPORT						
	*ompF*	Outer membrane porin F	cAMP-CRP, EnvY, Fe^2+^-Fur, pPhoB	InfBA, pOmpR, Nac, pCpxR, pRstA, MicF, RybB		
	*bamD*	Outer membrane protein assembly factor bamd	RpoE			
Cu^+^/Ag^+^ export	*cusCFBA*		pPhoB. pHprR, pCusR			
	*cusRS*	DNA-binding transcriptional activator cusr	pPhoB. pHprR, pCusR		REP261	
	*pitA*	Metal phosphate:H+ symporter pita	Fnr	MgrR		
	*rcnB*	Periplasmic protein involved in nickel/cobalt export	RpoE	RcnR, Fe^2+^-Fur		
Transport of K+	*kdp* ***F*** *A* ***BC***	Potassium ion importing Kdp atpase	pKdpE	pArcA		
						
	*dctA*	C4 dicarboxylate/orotate:H+ symporter	cAMP-CRP, DcuR	pArcA		
	*dauA*	Erobic C4-dicarboxylate transporter daua		YieP		
	*dppA*	Dipeptide ABC transporter periplasmic binding protein	pArcA, InfAB	Leu-Lrp, Nac, Fnr	REPv266b	
Transport of thiamine	*thiB* ***PQ***	Thiamine ABC transporter periplasmic binding protein	DksA, ppGpp	SgrR	REP7ab	
Transport of l-aspartate Transport of l-glutamate	*gltI*	Glutamate/aspartate ABC transporter periplasmic binding protein	FhlC-FhlD			
Transport of spermidine	*potD*	Spermidine preferential ABC transporter periplasmic binding protein				
Transport of d-ribopyranose	*rbsDACBK* ***R***		cAMP-CRP	YidZ, RbsR, DsrA		
Transport of d-galactopyranose	*mglBAC*		cAMP-CRP, RpoS	Nac, FlhCD, GalR, GalS	REP156abc	
L-arginine ABC transporter	*artJ*	Periplasmic binding protein	RpoS	argArgR leu-Lrp, ArgR	REP83a-b	
	*artPI* ***QM***	ATP binding subunit				
	*plaP*	Putrescine:H+ symporter plap				
	*lysP*	Lysine:H+ symporter	ArgP	Leu-Lrp, Nac		
	*dtpA*	Dipeptide/tripeptide:H+ symporter dtpa	pOmpR	Leu-Lrp, GadX		
L-methionine/d-methionine ABC transporter Exporters	*metN* ***I*** *Q* *alaE*	l-alanine exporter	GlaR, Leu-Lrp,	SAM-MetJ		

	*yohJ*	Putative 3-hydroxypropanoate export protein yohj		YieP		
PTS systems						
	*ptsHI-crr*	Phosphocarrier protein hpr		Cra, cAMP-CRP, Mic, NagC		
	*yeeX(tmaR)*	PTS system regulator tmar				
Galactitol-specific PTS enzyme	*gatABCD*	Galactitol-specific PTS enzyme	cAMP-CRP	Nac, pArcA, GatR		
Mannose-specific PTS enzyme	*manXY* ***Z***	Mannose-specific PTS enzyme	cAMP-CRP	Cra, Mlc, NagC, DicF, SgrS		
	*ptsG*	Glucose-specific PTS enzyme IIBC component	cAMP-CRP, SoxS	Fis, pArcA, Mlc		
Xanthine:proton symport	*xanP*	Xanthine:H+ symporter xanp				
						
Redox proteins / systems	*trxB*	Thioredoxin reductase (NADPH)		Nac, Leu-Lrp		
	*grxD*	Glutaredoxin 4		NsrR, RyhB	REPt127	
	*bcp*	Thiol peroxidase				
	*tpx*	Lipid hydroperoxide peroxidase		pArcA, Fnr		
STRESS RESISTANCE	*hdeD*	Acid resistance membrane protein	GadE, GadX, pRcsB, pPhoP, ppGpp, RpoS	H-NS		
	*yqgB*	Acid stress response protein yqgb	Nac			
	*yfgG*	Nickel/cobalt stress response protein yfgg				
	*ychF*	Redox-responsive atpase ychf		OxyR, ppGpp		
	*sodB*	Superoxide dismutase (Fe)		cAMP-CRP, InfAB, NsrR, FnrS, RyhB	REPv128ab	
	*opgG*	Osmoregulated periplasmic glucans biosynthesis protein G	RpoE			
	*uspF*	Universal stress protein F	YeiE			
	*ydiY*	Acid-inducible putative outer membrane protein ydiy		Nac		
						
						
SIGNAL TRANSDUCTION SYSTEMS	*rcsF*	Sensor lipoprotein rcsf				
	*dgcP*	Diguanylate cyclase dgcp				
						
CELL DIVISION/RECOMBINATION/DNA REPLICATION						
	*cpoB*	Cell division coordinator cpob		Leu-Lrp, MicA		
	*ftsB*	Cell division protein ftsb				
	*mreB*	Dynamic cytoskeletal protein mreb		pBolA		
	*mioC* *rdgC*	Flavoprotein mioc Nucleoid-associated protein rdgc		AsnC, MraZ, Nac, ppGpp		
	*holE*	DNA polymerase III subunit θ		Nac		
						
						
RNA AND DNA METABOLISM						
Pyrimidine deoxyribonucleotides *de novo* biosynthesis II	*dcd*	Dctp deaminase	RbsR			
	*nrdA*	Ribonucleoside-diphosphate reductase 1, α subunit dimer	Fis, ArgP, cAMP-CRP	NrdR, H-NS, DnaA	REP164a-e	
	*dut-slmA*	Dutp diphosphatas			REPt275	
UMP	*pyrC*	Dihydroorotase		PurR, Fe^2+^-Fur		
biosynthesis I						
Guanosine ribonucleotides *de novo* biosynthesis	*guaB* ***A***	Inosine 5′-monophosphate dehydrogenase	cAMP-CRP	PurR, Fis, DnaA		
Guanine and guanosine salvage III Adenine and adenosine salvage V	*gsk*	Inosine/guanosine kinase			REP46ab	
	*gpt*	Xanthine-guanine phosphoribosyltransferase		Leu-Lrp		
UTP and CTP *de novo* biosynthesis	*adk*	Adenylate kinase			REPt45	
Inosine-5′-phosphate biosynthesis I	*purHD*		pPhoP	PurR, RbsR		
	*hflD-purB*	Lysogenization regulator, adenylosuccinate lyase		PurR	REPt106	
5-aminoimidazole ribonucleotide biosynthesis II	*purT*	Phosphoribosylglycinamide formyltransferase 2	Lrp	PurR	REPt136	
	*purL*	Phosphoribosylformylglycinamide synthetase		PurR		
	*purF*	Amidophosphoribosyltransferase		PurR		
	*pur* ***M*** *N*	Phosphoribosylglycinamide formyltransferase 1		PurR, Fnr		
Interconversion of nucleotides	*guaC*	GMP reductase				
	*udk*	Uridine/cytidine kinase	RbsR			
TRANSCRIPTION	*rpoE*	RNA polymerase sigma factor rpoe (sigma 24 factor)	cAMP-CRP, DksA, GlrR, NtrC, RcsB, ppGpp, RpoN, RpoE, RpoS	pCpxR, InfAB		
	*rpoZ*	RNA polymerase subunit ω		Nac, DksA		
					
	*hns*	Transcription factor	CspA, Fis, GadX	H-NS, ppGpp, DsrA		
	*dusB-fis*	Transcription factor Fis	InfAB, cAMP-CRP	DksA, ppGpp, Fis		
	*nusG*	Transcription termination / antitermination factor nusg		OxyS		
	*cspE*	Transcription antiterminator and regulator of RNA stability cspe	cAMP-CRP	DinJ-YafQ		
	*yeiP*	Elongation factor P-like protein yeip	cAMP-CRP			
	*dksA*	RNA polymerase-binding transcription factor dksa	cAMP-CRP	DksA, ppGpp		

	*crp*	DNA-binding transcriptional dual regulator CRP	Cra, cAMP-CRP	ppGpp, Fis		
	*rseAB* ***C***	Anti-sigma-E factor rsea	cAMP-CRP, DksA, GlrR, NtrC, RcsB, ppGpp, RpoN, RpoE, RpoS	pCpxR, InfAB		
	*idlP*	*Irad leader peptide*	ppGpp, Fnr	DksA, DnaA		
	*lrp*	DNA-binding transcriptional dual regulator Lrp	ppGpp, GadE	Lrp, H-NS, Nac, NsrR, ArgR, GcvB, MicF, DsrA		
	*pdhR*	DNA-binding transcriptional dual regulator pdhr	pOmpR, GlaR, cAMP-CRP, RpoS	Fnr, Cra, PdhR, pBtsR		
	*btsR*	DNA-binding transcriptional dual regulator btsr				
	*mraZ*	DNA-binding transcriptional repressor mraz		MraZ, PdhR		
	*marA*	DNA-binding transcriptional dual regulator mara	cAMP-CRP, pCpxR, Fis, MarA, Rob, SoxS	AcrR, Cra		
	*dicA*	DNA-binding transcriptional dual regulator dica	DicA			
	*narP*	DNA-binding transcriptional dual regulator narp	RpoE	RprA, SdsN		
	*hupA*	Transcriptional dual regulator HU-α (HU-2)	Nac, cAMP-CRP, Fis			
	*hupB*	DNA-binding protein HU-β	cAMP-CRP	Fis		
	*adiY*	DNA-binding transcriptional activator adiy	H-NS	SgrS		
	*uvrY*	DNA-binding transcriptional activator uvry	DeaD	Nac, LexA		
	*ssrS*	6s rna	Fis, RpoS	H-NS, Lrp, StpA, 6S RNA		
RNA turnover	*pcnB*	Poly(A) polymerase I		DksA, ppGpp		
	*rnc-era*	Ribonuclease III				
	*rppH*	RNA pyrophosphohydrolase				
	*yicC*	Putative RNase adaptor protein yicc				
tRNA and rRNAs	*valUXY-lysV*		Fis	B2401		
	*serV-argVYZQ*			B2695		
	*lysT-valT-lysW-valZ-lysY-lysQ*		Fis	B0743		
	*metT-LeuW-glnUW-metU-glnVX*		Fis	Lrp, ppGpp, b0673 ppGpp	REP60ab	
	*thrU-tyrU-glyT-thrT*		Fis Fis	ppGpp ppGpp		
	*glyVXY*					
	*glyW-cysT-leuZ*					
	*aspT, serX*					
	*tyrTV*		Fis	ppGpp		
	*aspU* *lysZ*	Trna-Lys(UUU)				
	*hisR*	Trna-His(GUG)	DksA, Fis	DksA-ppGpp		
	*aspU*	Trna-Asp(GUC)				
	*rrs****A***-*ileT-ala****T***-*rrl****A***-*rrf****A***	Ribosomal RNA operon A		DksA, ppGpp	REP292	
	*rrs****B***-*gltT-rrl****B***-*rrf****B***	Ribosomal RNA operon B	Fis, RpoE	DksA, H-NS		
	*rrs****C***-*gltU-rrl****C***-*rrf****C***	Ribosomal RNA operon C	Fis, RpoE	DksA, H-NS		
	*rrs****D***-*ileU-alaU-rrl****D***-*rrf****D****-thr****V***-*rrf****F***	Ribosomal RNA operon D	Fis, RpoE	DksA, H-NS		
	*rrs****E***-*gltV-rrl****E***-*rrf****E***	Ribosomal RNA operon E	Fis, RpoE	DksA, H-NS		
	*rrs****G***-*gltW-rrl****G***-*rrf****G***	Ribosomal RNA operon G	Fis, RpoE	DksA, H-NS		
	*rrs****H***-*ileV-alaV-rrl****H***-*rrf****H***	Ribosomal RNA operon H	Fis, RpoE	DksA, H-NS		
RNA modifying enzymes	*ndk-rlmN*			pArcA		
	*rsmA*	16S rrna m^6^_2_a1518, m^6^_2_a1519 dimethyltransferase	Fis, RpoE		REP5	
	*rlmH*	23S rrna m^3^ψ1915 methyltransferase				
	*rlmI*	23S rrna m^5^c1962 methyltransferase				
	*rluC*	23S rrna pseudouridine^955/2504/2580^ synthase		ppGpp		
	*rluE*	23S rrna pseudouridine^2457^ synthase	Nac			
	*rlhA*	23S rrna 5-hydroxycytidine C2501 synthase				
	*trmA*	Trna m5u54 methyltransferase	Fis, RpoH			
	*ppnP*	Nucleoside phosphorylase ppnp				
	*proQ*	RNA chaperone proq				
tRNA Ligases	*cysS*	Cysteine—trna ligase		GlaR, Nac	REPt53	
	*asnS*	Asparagine—trna ligase				
	*glnS*	Glutamine—trna ligase	RpoH			
	*proS*	Proline—trna ligase				
	*argS*	Arginine—trna ligase		Leu-Lrp, ppGpp		
	*tyrS*	Tyrosine—trna ligase				
	*mnmA*	Trna-specific 2-thiouridylase		leu-Lrp		
	*mnmG* *metG*	5-carboxymethyl-aminomethyluridine-trna synthase subunit mnmg Methionine—trna ligase	RpoS	AsnC, Nac, ppGpp		
tRNA maturation	*rph*	Truncated RNase PH				
	*suhB*	Nus factor suhb				
						
Miscellaneous	*ybgE* *ybgC-tolQ-TolR* *ycaC*	PF09600 family protein ybge Tol-Pal system Putative hydrolase ycac	Nac pBaeR	Nac Fnr, Nac		
	*ycaD*	Putative transporter ycad		Nac		
	*ybhC*	Outer membrane lipoprotein ybhc			REP72abcd	
	*yajQ*	Nucleotide binding protein yajq			REP40a	
	*tamAB-ytfP*					
	*ytfP*	Γ-glutamylamine cyclotransferase family protein ytfp		Nac		
	*yhdV*	Lipoprotein yhdv	Leu-Lrp	Nac		
	*yajG*	Putative lipoprotein yajg				
	*ytiD*	Protein ytid	ppGpp	DksA, DnaA		
	*yidB*	DUF937 domain-containing protein yidb	GlaR			
	*coaA*	Pantothenate kinase / pantetheine kinase				
	*rclB*	DUF1471 domain-containing protein rclb	RclR, RpoE	CsrA		
	*yqhA*	UPF0114 family protein yqha				
	*yagN*	CP4-6 prophage; protein yagn				
	*yqgC*	Protein yqgc				
	*glgS*	Surface composition regulator	Rob, ppGpp, cAMP-CRP			
	*yfcD*	Putative Nudix hydrolase yfcd		ArgR, PurR		
	*cvpA*	Colicin V production protein				
	*sixA*	Phosphohistidine phosphatase sixa				
	*yfdH*	CPS-53 (kple1) prophage; bactoprenol glucosyl transferase				
	*yfhL*	Putative 4Fe-4S cluster-containing protein yfhl		Nac		
	*ratA*	Ribosome association toxin rata				
	*rnlA*	CP4-57 prophage; RNase LS, toxin of the rnlab toxin-antitoxin system		IscR		
	*yecN*	MAPEG family inner membrane protein yecn				
	*ftnA*	Ferritin iron-storage complex	Fe^2+^-Fur	H-NS		
	*ftnB*	Putative ferritin-like protein	pCpxR, Nac			
						
	*yecJ*	DUF2766 domain-containing protein yecj				
	*yedL*	Putative acetyltransferase yedl		Nac		
	*mtfA*	Mlc titration factor		Nac		
	*ymiA*	Uncharacterized protein ymia		YjjQ		
	*yciX*	Uncharacterized protein ycix				
	*ldrB*	Small toxic polypeptide ldrb				
	*ldrC*	Small toxic polypeptide ldrc				
	*ymjA*	DUF2543 domain-containing protein ymja		Nac		
	*yhaM*	Rac prophage; protein ynam				
	*ynfS*	Qin prophage; protein ynfs				
	*ydiH*	Uncharacterized protein ydih				
	*yoaJ* *yobB*	Uncharacterized protein yoaj Putative carbon-nitrogen hydrolase family protein yobb		Nac, pOmpR		

a The genes in cluster 5 and 6 that were insignificantly affected by NaF are in bold. Transcriptional/translational regulation and presence of REP-elements are indicated according to the EcoCyc database (https://ecocyc.org/). The global regulators Fis, Crp, Lrp, H-NS, and RpoE are indicated by gray shading.

### Northern blot validation of altered transcript expression levels in response to NaF treatments.

Our tiling array data revealed that the abundance of numerous RNAs increased in a dose-dependent manner in response to NaF treatment (0 → 20 → 70 mM NaF), and subsequently decreased upon dilution of the NaF-treated cultures. 

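The osmoprotectant transporter gene *proP* rose at 70 mM NaF and was lower again after dilution. Its mean log2 value was 11.61 in the control, 12.26 at 20 mM, 14.07 at 70 mM and 12.04 in the diluted 70 mM culture (n = 3 arrays each). Between 20 mM and 70 mM NaF, 5 genes rose and 0 fell in limma. The rises were *bax*, for a putative glycoside hydrolase, at 7.13-fold, *puuD* at 6.53-fold, *bdm* at 5.95-fold, *ycfJ* at 5.55-fold and *puuB* of putrescine degradation at 3.07-fold. For *bax* the log2 difference was 2.83 between the doses and 1.88 between 70 mM NaF and the control. Its difference between the doses thus comes in part from values below the control at 20 mM NaF. At an unadjusted p under 0.05, 308 genes differed between the doses, and 26 were called with the replicate number as a block. Of the 84 genes higher at 70 mM NaF versus control, 70 had a larger value at 70 mM than at 20 mM and 78 a smaller one after dilution, but these genes were chosen for their value at 70 mM. Their medians were 0.64 at 20 mM, 1.39 at 70 mM, 0.13 in the diluted 20 mM culture and 0.31 in the diluted 70 mM culture, each against its own control. For the 196 genes lower at 70 mM NaF, such as *mglB*, the medians were -1.29, -1.50, -0.34 and -0.80. Leaving out the 5 arrays of bright dim probes leaves replicate 1 alone at 20 mM NaF, too few for a count. With single arrays left out, the count between the doses ranged from 1 to 20. It was 20 without 20 mM NaF replicate 1, 10 without 20 mM NaF replicate 2 and 2 without 20 mM NaF replicate 3. Without 70 mM NaF replicates 2 and 3 it was 10 and 1. Without 70 mM NaF replicate 3 the adjusted p was 0.0515 for *bax*, 0.0515 for *puuB*, 0.0515 for *ycfJ* and 0.0675 for *puuD*. Without 20 mM NaF replicate 3 it was 0.124 for *puuB*, 0.0508 for *ycfJ* and 0.139 for *puuD*, and without 70 mM NaF replicate 2 it was 0.0672 for *puuD*.

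**Figure D2:**
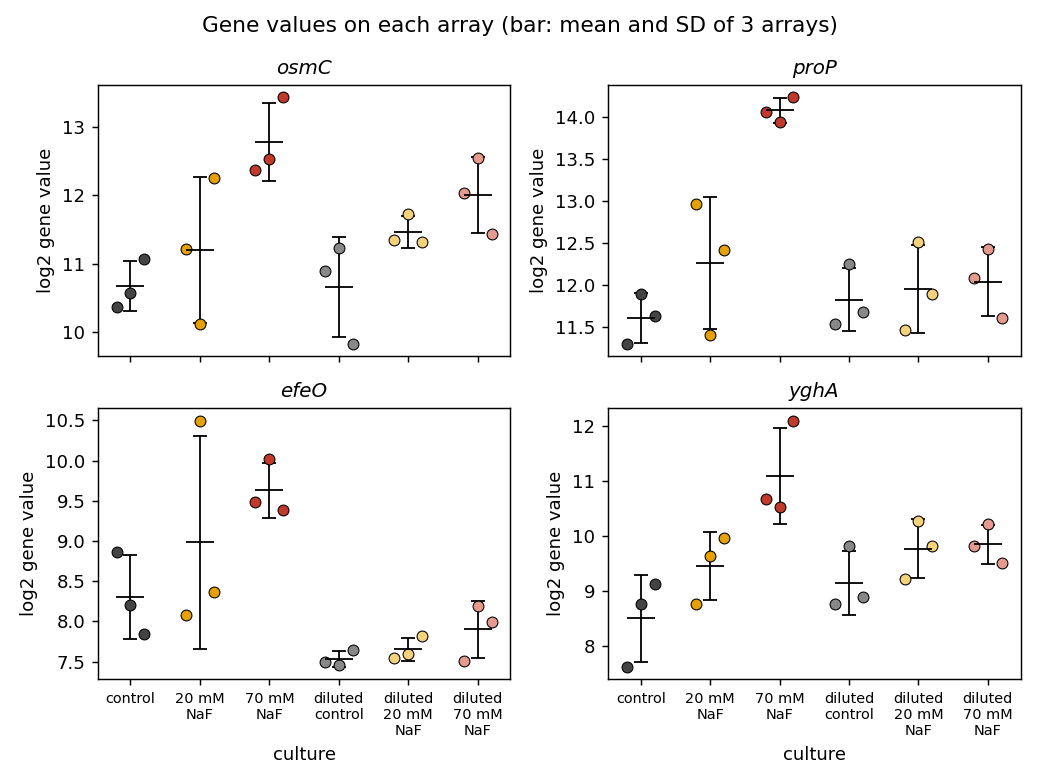
log2 values of *osmC*, *proP*, *efeO* and *yghA* on each array by culture (points), with the mean and SD of 3 arrays (bars). The mean of *proP* is 14.07 at 70 mM NaF and 11.61 in the control.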

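After dilution from 70 mM NaF, single genes of formate hydrogenlyase and of nucleoside and polyamine uptake were lower than in the diluted control. There the phage shock gene *pspG*, which was not called at 70 mM NaF, was higher, at 3.44-fold (adjusted p = 0.0474, n = 3 arrays per culture), and the nucleoside transporter gene *nupC* was still lower, at a log2 fold change of -2.30 (standard error 0.44). *hycA* and *hypC*, of the formate hydrogenlyase system, had -2.19 (standard error 0.34) and -1.85 (standard error 0.40), and *potB* of polyamine uptake had -1.77 (standard error 0.23). *yabP* had -1.68, and the other rises were *insE-4* at 1.67, *yhgH* at 0.86, *ilvY* at 0.77 and *lptG* at 0.63. Limma called 5 genes higher and 39 lower there, while 1161 passed at an unadjusted p under 0.05, where chance gives 221, and 415 were higher and 467 lower with the replicate number as a block. In the culture diluted from 20 mM NaF, limma called 0 genes, 90 passed at an unadjusted p under 0.05, where chance gives 221, and 0 were called with the replicate block. Over these genes the t test that the paper names for Table 1 gave 299 at p under 0.05 and 0 after adjustment, and its paired form 749 and 0. Without diluted control replicate 3, 7 genes were called in the culture diluted from 20 mM NaF. The count of 44 after dilution from 70 mM NaF was 14 without diluted control replicate 1 and 0 without diluted control replicate 2. It was 769, 0 and 0 without replicates 1, 2 and 3 of the diluted 70 mM NaF culture. Without the 5 arrays of bright dim probes, replicate 1 alone stands for that culture. There the median log2 fold change of the called genes was 0.68 for the higher and -0.73 for the lower, against 0.86 and -1.11. Without diluted control replicate 1 the adjusted p was 0.107 for *pspG*, 0.0885 for *nupC*, *insE-4* and *lptG*, and 0.144 for *ilvY*. Without diluted control replicate 3 it was 0.0517 for *pspG*, 0.0502 for *nupC*, 0.111 for *hypC*, 0.0808 for *insE-4* and 0.0605 for *lptG*.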

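Groups of genes were compared between the doses. They were fixed before the data were examined but after the paper had been read. The paper names genes of each group called below as rising, so these groups are not free of its choice. The tests of groups between the doses were not run without the 5 arrays of bright dim probes. Those arrays include replicates 2 and 3 at 20 mM NaF. From 20 to 70 mM NaF, camera called the lists of putrescine degradation, osmoprotection, PhoP activation, magnesium transport and fluoride export, and phage shock higher. With an estimated correlation the adjusted p was 0.0239, 0.0239, 0.0245, 0.0239 and 0.031. With the replicate block as well it was 0.0329, 0.0329, 0.0329, 0.0337 and 0.0369. A call of a list does not mean that each of its genes rose. The putrescine genes had a median log2 fold change of 0.30 at 20 mM and 2.26 at 70 mM, and -0.12 in the diluted 70 mM culture (n = 3 arrays per culture). For phage shock the median was -0.37 at 20 mM and 0.58 at 70 mM, so that its difference between the doses comes in part from values below the control at 20 mM. Genes of iron uptake had medians of 0.60 and 0.66 at the lower and the higher dose, and genes of arginine synthesis -1.81 and -1.84. In single genes of these lists, 2 of putrescine degradation, *puuD* and *puuB*, passed between the doses (7 adjusted over the list alone, 6 with the replicate block).

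**Figure D3:**
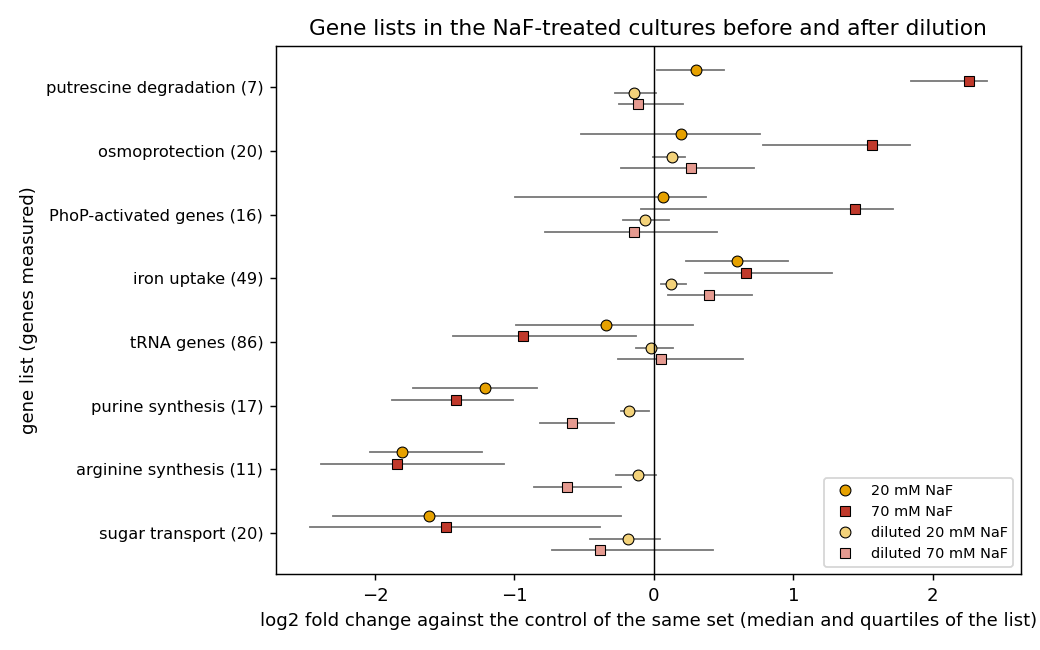
Median log2 fold change and quartiles of 8 gene lists at 20 mM and 70 mM NaF and after dilution, each against the control of the same set; the number of genes measured stands beside each list. The putrescine genes have a median of 2.26 at 70 mM NaF and -0.12 after dilution.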

To validate this expression pattern, we assessed the levels of several transcripts—namely, *osmC*, *proP*, *efeO*, and *yghA*—by means of Northern blot analysis. Consistently, we found that levels of all four transcripts increased upon NaF treatment (Fig. 3Ca–d; compare lines 1, 2, and 3), and their abundance subsequently decreased following dilution of the NaF-treated cultures (Fig. 3Ca–d; compare lines 4, 5, and 6). 

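The transcripts of *osmC* and *yghA* were both higher at 70 mM NaF than in the control. *osmC*, for a peroxidase induced by osmotic pressure, lies from 1556625 to 1557056 in the MG1655 reference genome the paper used. Its mean log2 value was 10.67 in the control and 12.78 at 70 mM NaF (n = 3 arrays each), a log2 fold change of 2.11 (standard error 0.50, adjusted p = 0.025). *yghA*, for an aldehyde reductase that uses NADP, lies from 3149662 to 3150546. Its mean rose from 8.50 to 11.10, a log2 fold change of 2.60 (standard error 0.50, adjusted p = 0.00946). *proP* lies from 4330502 to 4332004 and had an adjusted p of 0.00234. *efeO*, of ferrous iron uptake, lies from 1082243 to 1083370 and had a log2 fold change of 1.33 (standard error 0.48, adjusted p = 0.112), so it was not called (adjusted p = 0.0533 with the replicate number as a block). At 20 mM NaF the log2 fold changes were 0.52 (standard error 0.50) for *osmC*, 0.96 (standard error 0.50) for *yghA*, 0.66 (standard error 0.37) for *proP* and 0.68 (standard error 0.48) for *efeO*, and none was called. In the exact permutation test each of the 4 genes had p = 0.1 at 70 mM NaF versus control, the smallest p that 3 arrays against 3 allow. The adjusted p of *osmC* was 0.101 without control replicate 1, 0.0773 without control replicate 2, 0.0677 without 70 mM NaF replicate 2 and 0.115 without 70 mM NaF replicate 3.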

We selected *osmC* and *yghA* as representatives for further analysis as model mRNA species, because of following features: (i) both transcripts are in the top list of upregulated transcripts upon NaF treatment (Table 1); (ii) these transcripts carry different numbers of REPs (*osmC* and *yghA* carry 1 and 5 REPs, respectively), thus allowing us to investigate if less or more REPs can alter RNA decay; and (iii) their abundance was sufficiently high for REP detection by Northern blotting using specific probes.

As the impacts of increased salinity (NaCl) on gene expression have been studied previously (23, 24), we have referred to these studies to address whether NaCl (70 mM) has impact on gene expression of *osmC*, *proP*, *efeO*, and *yghA*. Our experimental data (Fig. S1; compare lines 1 and 2) support the conclusion that the increased levels of the above transcripts are mainly due to exposure to fluoride rather than due to a general increase in osmolarity.

### Degradation of REP-containing *osmC* and *yghA* mRNAs depends on RNase E and is impaired by NaF treatment.

To determine if *osmC* and *yghA* transcript accumulation is posttranscriptionally regulated, we employed Northern blot analyses to measure the stability of *osmC* and *yghA* mRNAs in the presence or absence of NaF. As shown in Fig. 4Ba and Bb and 4Fa and Fb, exposing E. coli to 70 mM NaF inhibited RNA decay of the full-length (FL) *osmC* (~500 nucleotides, nt) and *yghA* (~1,000 nt) transcripts, as well as their decay intermediates (IM; fragments of ~200 nt and ~300 nt, respectively). More specifically, the experimentally determined half-lives of *osmC* mRNA and its decay intermediate in untreated (0 mM NaF) E. coli (i.e., 5.4 ± 0.04 [FL] and 3.5 ± 0.05 [IM], respectively) increased upon exposure to 70 mM NaF, reaching >16 min for both FL and IM RNAs. Similarly, the half-lives of *yghA* RNA transcripts (i.e., 2.8 ± 0.03 min [FL], 6.2 ± 0.12 min [IM]) in untreated (0 mM NaF) E. coli were considerably shorter than those following exposure to 70 mM NaF (i.e., >16 min). These results demonstrate that upregulation of *osmC* and *yghA* upon NaF treatment is exerted at the posttranscriptional level. To investigate the mechanisms potentially involved in degrading these RNAs, we explored if RNase E is required for *osmC* and *yghA* RNA degradation. To do so, we compared their transcript stability in wild-type E. coli N3433 and in RNase E temperature-sensitive strain N3431 (25), in which RNase E activity is inhibited under nonpermissive temperatures, thereby leading to RNase E-dependent transcript accumulation at nonpermissive temperatures solely in N3431. Thus, RNase E-dependent transcripts could be identified by comparing the corresponding Northern blot signals obtained at a permissive (30°C) versus nonpermissive (44°C) temperature. We observed that *osmC* transcripts accumulated in the N3431 strain (Fig. 4Cb; compare left and right), and their half-lives increased at 44°C (i.e., >8 min for both FL and IM RNAs) relative to at 30°C (>8 min [FL], 1.5 ± 0.02 min [IM]), indicative of RNA stabilization. In contrast, such stabilization was not observed for the wild-type strain (isogenic to N3431) (Fig. 4Ca; compare left and right) at 30°C (>8 min [FL], 1.1 ± 0.02 min [IM]) versus 44°C (5.5 ± 0.01 min [FL], 1.4 ± 0.03 min [IM]). Likewise, we detected no increase in stability of *yghA* transcripts in N3433 (Fig. 4Ga), in which RNA half-lives were 2.2 ± 0.12 min (FL) or >8 min (IM) at 30°C and 1.6 ± 0.12 min (FL) or 1.7 ± 0.06 min (IM) at 44°C, respectively. In contrast, stabilization of full-length and intermediate *yghA* mRNAs was observed in the temperature-sensitive N3431 strain (Fig. 4Gb), in which half-lives were 3.3 ± 0.08 min (FL) or >8 min (IM) at 30°C and >8 min for both FL and IM RNAs at 44°C. Thus, the higher stabilities of the *osmC* and *yghA* transcripts upon inactivation of RNase E indicate that their degradation is RNase E-dependent.

**FIG 4:**
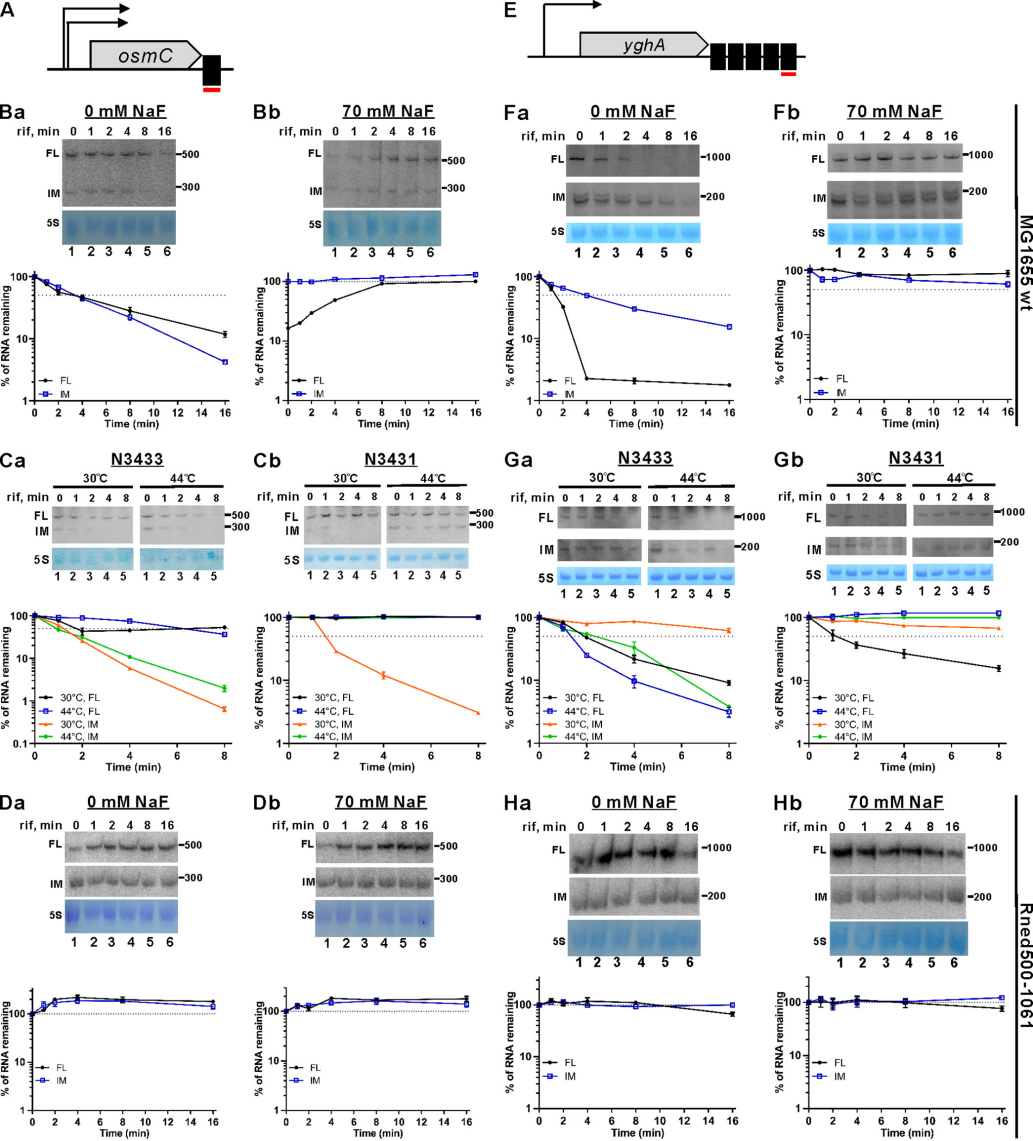
Stabilization of REP-containing full-length *osmC* and *yghA* mRNAs and their decay intermediates upon treating E. coli with NaF, inactivating RNase E, or deletion of the Rne C-terminal region. (A and E) Schematic representations of the *osmC* and *yghA* operons, respectively. REPs are depicted as black rectangles. The region complementary to the specific probe is indicated by a thin red line under the REPs. (B) Inhibition of ATP-dependent *osmC* RNA decay upon NaF treatment in MG1655 wt strain. Northern blot analysis was used to determine the half-lives of full-length *osmC* (FL) and its intermediate degradation product (IM) in the absence (0 mM) or presence (70 mM) of NaF under anaerobic conditions. The calculated half-lives were 5.4 ± 0.04 (FL) and 3.5 ± 0.05 (IM) min for control samples (0 mM NaF), and >16 min for both FL and IM RNAs in cells treated with 70 mM NaF. (C) Effect of RNase E inactivation on E. coli *osmC* stability. Experiments were conducted on temperature-sensitive (N3431) and isogenic wild-type (N3433) E. coli strains at permissive (30°C) and nonpermissive (44°C) temperatures under anaerobic conditions. Equal amounts of total RNA extracted from the cells before (control) and after rifampicin treatment at the times indicated at the top of each lane were analyzed by Northern blotting. The RNA half-lives determined for N3433 were >8 min (FL) and 1.1 ± 0.02 min (IM) at 30°C or 5.5 ± 0.01 min (FL) and 1.4 ± 0.03 min (IM) at 44°C, respectively. Northern blots on RNA extracted from N3431 revealed RNA half-lives of >8 min (FL) and 1.5 ± 0.02 min (IM) at 30°C or >8 min for both FL and IM RNAs at 44°C, respectively. RiboRuler RNA Ladders (Thermo Scientific) were used as size markers. The graphs below each blot show the relative abundance (mean value) of each RNA, whereas the vertical bar corresponds to the standard deviation. The dotted gray line corresponds to 50% (Ba, Ca, Cb) or 100% (Bb) of total RNA remaining. (F) Inhibition of ATP-dependent *yghA* RNA decay upon NaF treatment. Northern blot analysis was used to determine the half-lives of full-length *yghA* (FL) and its intermediate degradation product (IM) in the absence (0 mM) or presence (70 mM) of NaF under anaerobic conditions. The calculated half-lives were 2.8 ± 0.03 (FL) and 6.2 ± 0.12 (IM) min for control samples (0 mM NaF) or >16 min for both FL and IM RNAs in cells treated with 70 mM, respectively. (G) Effect of RNase E inactivation on E. coli *yghA* RNA stability. Experiments were conducted on temperature-sensitive (N3431) and isogenic wild-type (N3433) E. coli strains at permissive (30°C) and nonpermissive (44°C) temperatures under anaerobic conditions. Equal amounts of total RNA extracted from the cells before (control) and after rifampicin treatment at the times indicated at the top of each lane were analyzed by Northern blotting. The RNA half-lives determined for N3433 were 2.2 ± 0.12 min (FL) and >8 min (IM) at 30°C or 1.6 ± 0.12 min (FL) and 1.7 ± 0.06 min (IM) at 44°C, respectively. Northern blots of RNA extracted from N3431 revealed RNA half-lives of 3.3 ± 0.08 min (FL) and >8 min (IM) at 30°C or >8 min for both FL and IM RNAs at 44°C, respectively. RiboRuler RNA ladders (Thermo Scientific) were used as a size marker. The graphs beneath each blot show the relative abundance (mean values) of each RNA, whereas vertical bars correspond to standard deviations. The dotted gray line corresponds to 50% of total RNA remaining. (D and H) Degradosome-dependent *osmC* and *yghA* RNA decay in the Rned500-1061 strain. Northern blot analysis was used to determine the half-lives of full-length (FL) and its intermediate degradation product (IM) in the absence (0 mM) or presence (70 mM) of NaF under anaerobic conditions. The calculated half-lives were >16 min for both FL and IM RNAs in cells nontreated or treated with 70 mM NaF. RiboRuler RNA ladders (Thermo Scientific) were used as size markers. The graphs below each blot show the relative abundance (mean value) of each RNA, whereas the vertical bar corresponds to the standard deviation. The dotted gray line corresponds to 100% of total RNA remaining.

In addition, experiments were conducted on Rned500-1061 mutant (19) coding for C-terminal-truncated RNase E (1 to 499 aa; see Fig. 4D and H). This polypeptide contains only the catalytic domain and lacks the scaffolding region involved in interacting with major degradosome components, including PNPase, RhlB helicase and enolase (26, 27).

Our data show that *osmC* and *yghA* mRNAs are stabilized (half-lives >16 min; Fig. 4Da and 4Ha) even in the absence of NaF, supporting that degradation of the FL and IM mRNAs is degradosome-dependent. We also demonstrate that maximal stabilization of these transcripts is achieved in the absence of fluoride ions, so addition of NaF does not elicit further increases in transcript levels (Fig. 4; compare 4Da and Db, and 4Ha and Hb).

Collectively, our data indicate that the levels of the *osmC* and *yghA* transcripts are greatly impacted by RNase E/degradosome-dependent degradation (Fig. 4C and G). Namely, FL and IM transcripts of *osmC* and *yghA* mRNAs are stabilized in an RNase E-temperature sensitive strain and RNase E mutant coding for C-terminal-truncated (500 to 1,061 aa deleted) enzyme (half-lives >8 to 16 min; Fig. 4C and G). In other words, in RNase E thermosensitive and mutant strains, we observe accumulation/stabilization of these transcripts.

## DISCUSSION

Fluorine is ubiquitous on Earth. Its ion (fluoride) plays a vital role in many organisms, including humans (4). Clinical studies have revealed the physiological range of fluoride concentrations and demonstrated that insufficient or excessive fluoride intake causes various diseases (28). At high concentrations, fluoride acts as an antimicrobial agent that can inhibit bacterial growth and metabolic activities (20). Therefore, using fluoride-containing toothpaste or other anticavity drugs should impact the composition and function of the oral and gut microbiomes. Recent studies have shown that fluoride exerts its inhibitory effects on bacterial metabolism in many ways (4, 29). For instance, it can act as an enzyme inhibitor by interacting with the various metal ions present in many phosphatases, kinases, hydrolases, and other metalloproteins, or as an enhancer of membrane permeability by increasing proton uptake, thereby inducing cytoplasmic acidification. Most studies on fluoride-mediated enzymatic inhibition have focused on eukaryotic enzymes, especially those of yeast. Very similar inhibitory effects have since been observed for Streptococcus sp. (30) and other bacteria. However, the antibacterial actions of fluoride appear to be complex and remain incompletely understood.

One of the best-known protein targets of fluoride is enolase (6, 31). This enzyme catalyzes the penultimate step of glycolysis by converting 3-phosphoglycerate to phosphoenolpyruvate (5). Fluoride-mediated inhibition of enolase and phosphoenolpyruvate synthetase blocks glycolysis, thereby potentially depleting ATP. Indeed, NaF treatment of eukaryotic cells has been found to reduce ATP levels (8). Although diminished ATP levels can have profound effects on gene expression at the transcriptional and posttranscriptional levels, especially in animal microbiota under microaerobic conditions, the actual consequences of fluoride on gene expression in bacteria had been unclear.

Here, we used E. coli MG1655 grown under anaerobic conditions to mimic the environment of the dental plaque gastrointestinal tract, allowing us to study the impact of NaF-mediated ATP depletion on gene expression at the whole-transcriptome level as well as RNA decay. We found that ATP levels gradually declined in response to E. coli being exposed to elevated concentrations of NaF under anaerobic conditions (Fig. 1A). Despite inhibited growth, the E. coli cells retained their filamentous morphology (i.e., the typical appearance of anaerobically grown E. coli cells [19]) upon treatment with moderate (20 mM) or high (70 mM) NaF concentrations, and the integrity of control (untreated) and treated cells was almost indistinguishable (Fig. 1B).

As E. coli adapts to altered oxygen availability and/or upon exposure to molecules/chemicals such as NaF, it typically adjusts its metabolism by reprogramming gene expression (32, 33), resulting in changes in steady-state levels of mRNAs that are determined by rates of transcription and decay. Tiling microarrays (34) represent a valuable tool for establishing the whole-genome transcriptomes of microbial organisms exposed to various stress conditions. Here, we used such an array built at 25 nt resolution to observe changes in E. coli MG1655 gene expression upon NaF treatment. We anticipated that NaF-mediated ATP depletion would result in downregulated expression of genes involved in ATP-dependent processes. Nevertheless, we also expected that a subset of genes whose transcripts are stabilized upon NaF-associated inhibition of their ATP-dependent RNA turnover would be upregulated. NaF-dependent cell growth inhibition has previously been reported as reversible, both *in vitro* and *in vivo* (9, 10), following dilution of the NaF-treated cultures with fresh media lacking this reagent. To explore that scenario further, first we inhibited enolase activity by means of dose-dependent NaF treatments (i.e., at 0, 20 and 70 mM NaF; Fig. 1C). Then, we diluted the NaF-treated cultures (Fig. 1C) with the intention to reverse the changes in gene expression elicited by NaF. Next, we isolated RNA from each of the cultures and hybridized it to tiling array. Using a quantile-based K-means clustering approach on the tiling array data set, we identified two clusters (5 and 6) comprising genes whose expression changed in a dose-dependent manner upon NaF treatment (Fig. 2). Our data revealed that the 341 genes in cluster 5 were first downregulated and then upregulated following NaF treatment and subsequent dilution of the NaF-treated cultures, respectively. In contrast, the 100 genes in cluster 6 were initially upregulated and then downregulated upon NaF treatment and subsequent dilution.

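After dilution of the 70 mM culture, genes of arginine synthesis, 3 of which had been lower at 70 mM NaF, rose, while the galactose and dicarboxylate transporter genes did not pass the test. Between the 70 mM culture and its dilution, *artJ* of arginine uptake rose 25.6-fold, *lysC* of lysine synthesis 19.4-fold, *argC* 18.8-fold, *argB* 16.9-fold and *argI* 13.4-fold (n = 3 arrays per culture). The diluted control differed from the control in the same direction, and there *argC* had a log2 fold change of 3.00 (standard error 0.49, adjusted p = 0.00602). Of 11 genes of arginine synthesis, 8 were higher after dilution of the 70 mM culture (9 adjusted over the list alone) and 6 after dilution of the control (9 adjusted over the list alone, 8 with the replicate block). Camera kept both calls with an estimated correlation, with adjusted p of 0.00296 and 0.0485, and with the replicate block as well the former only, with 0.0063 and 0.0701. The galactose uptake gene *mglB*, lower at 70 mM NaF, had a log2 fold change of -0.01 (standard error 0.11) on dilution of that culture, while it fell by 2.11 on the log2 scale on dilution of the control. It is among the 20% dimmest genes. The dicarboxylate transporter gene *dctA* had 0.24 (standard error 0.20) and fell by 1.75 in the control. Of the 196 genes lower at 70 mM NaF versus control, 183 differed less from the diluted control after dilution, but these genes were chosen for their value at 70 mM. Their median went from -1.50 to -0.80. Limma called 110 genes between the 70 mM culture and its dilution, 38 higher and 72 lower, and 179 with the replicate number as a block. The adjusted p of *lysC* was 0.0829 without diluted 70 mM NaF replicate 1, 0.131 without 70 mM NaF replicate 2, 0.129 without diluted 70 mM NaF replicate 2 and 0.135 without 70 mM NaF replicate 3.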

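Genes of putrescine degradation and the single genes *mgtA* of magnesium transport and *exbB* of siderophore uptake, which had risen at 70 mM NaF, fell after dilution. Between the 70 mM culture and its dilution, *mgtA* fell 27-fold, *exbB* 18.5-fold, *puuD* 16-fold, *puuA* 12.6-fold and *puuR* 12.6-fold (n = 3 arrays per culture). *mgtA* had a log2 fold change of -4.75 (standard error 0.45, adjusted p = 0.000128), and it fell on dilution of the control as well, with a log2 fold change of -1.90 (standard error 0.45, adjusted p = 0.0473). On the log2 scale *puuD* rose by 3.10 at 70 mM NaF and fell by 4.00 on dilution, yet stayed 0.36 above the diluted control. Its mean in the diluted control thus lay below that in the control, so part of its fall also came without NaF. All 7 genes of putrescine degradation were lower (7 adjusted over the list alone), as were 7 of 16 genes activated by PhoP (9 adjusted over the list alone), 4 of 7 phage shock genes (4 adjusted over the list alone), and 4 of 20 osmoprotection genes (9 adjusted over the list alone). With an estimated correlation the adjusted p in camera was 0.00296, 0.0168, 0.00296 and 0.0352 for these lists, and 0.0063, 0.00805, 0.0063 and 0.0495 with the replicate block as well. Osmoprotection had 6 genes lower with the replicate number as a block. The fall of *osmC* and of *yghA* on dilution did not pass, with log2 fold changes of -0.77 (standard error 0.50) and -1.25 (standard error 0.50). Against the diluted control, the 84 genes higher at 70 mM NaF kept a median of 0.31. The test of the difference between the change at 70 mM NaF and what remained after dilution called 5 genes of 4417 in limma, *bdm* and *tus* among the rises. At an unadjusted p under 0.05 it gave 234, and 25 were called with the replicate number as a block. With single arrays left out the count of 5 was 4 to 9, the latter without 70 mM NaF replicate 2. Without the 5 arrays of bright dim probes, replicate 1 alone stands for the diluted 70 mM NaF culture, too few for a count. On dilution of the control, *mgtA* had an adjusted p of 0.221 without control replicate 1, 0.143 without diluted control replicate 1, 0.0808 without control replicate 2, 0.13 without diluted control replicate 2, 0.0681 without control replicate 3 and 0.125 without diluted control replicate 3.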

An increase in expression of the *talA-tktB* operon controlling the pentose phosphate pathway indicates that the fluoride-dependent inhibition of glycolysis due to the negative effect of fluoride on glycolytic enzymes induces E. coli to increase glucose catabolism via alternative routes such as the pentose phosphate pathway.

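The transaldolase gene *talA* and the transketolase gene *tktB*, of the pentose phosphate pathway, were not called at 70 mM NaF. Single genes fell, 2 of fermentation and the ATP synthase accessory gene *atpI*, which lost its call without some single arrays. *talA* had a log2 fold change of 0.28 (standard error 0.75, n = 3 arrays per culture) and *tktB* 0.90 (standard error 0.61). *hycA*, the regulator of formate hydrogenlyase, had a log2 fold change of -2.07 (standard error 0.34, adjusted p = 0.00421), and the acetate kinase gene *ackA* had a log2 fold change of -1.66 (standard error 0.30, adjusted p = 0.00661). These were 2 of 20 genes of mixed acid fermentation that were lower (4 adjusted over the list alone, 4 with the replicate block, 4 without 70 mM NaF replicate 1). Of 9 ATP synthase genes 1 was lower (1 adjusted over the list alone, 2 with the replicate block): *atpI*, an accessory gene, had a log2 fold change of -1.46 (standard error 0.35, adjusted p = 0.0263), with an adjusted p of 0.117 without control replicate 1, 0.113 without 70 mM NaF replicate 2 and 0.0954 without 70 mM NaF replicate 3. Limma called 0 of 14 genes of glycolysis (0 adjusted over the list alone) and 0 of 10 of the pentose phosphate pathway (0 adjusted over the list alone), and 1 and 0 passed at an unadjusted p under 0.05. The replicate block called 1 in each, the glucose transporter gene *ptsG* (log2 fold change -3.18, adjusted p = 0.00685) and the transketolase gene *tktA* (log2 fold change -1.20, adjusted p = 0.0446), both lower. Camera gave adjusted p of 0.00165 for fermentation and 0.0458 for ATP synthase, and 0.559 and 0.662 with an estimated correlation. For glycolysis it gave 0.434, and for the pentose phosphate pathway 0.657. Without 70 mM NaF replicate 1, 1 gene of glycolysis passed.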

Moreover, another group of upregulated genes involves those controlling metal ion transport. As fluoride can associate and form stable complexes/precipitates with a number of metals (e.g., calcium, magnesium, and iron) in bacteria and other organisms (4), exposure to fluoride can potentially elicit deficiencies in the biologically active forms of these ions, thus necessitating cells to increase the concentrations of available free metal ions. 

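At 70 mM NaF, some genes of siderophore uptake and magnesium transport rose, and the ferritin gene *ftnA* fell. Of 49 genes of iron uptake, 5 were higher, with a median log2 fold change of 0.66 over the list (n = 3 arrays per culture). They include *exbB*, *exbD* and *fhuF*, and the list does not contain *nfeF*, which was also higher. Both *fhuF* and *nfeF* are among the 20% dimmest genes, where the signal over the background limits the precision. Of the enterobactin synthesis genes, *entA* had a log2 fold change of 1.74 (standard error 0.57), *entB* 1.68 (standard error 0.62), *entC* 0.75 (standard error 0.29) and *entE* 0.50 (standard error 0.22). None of these passed in limma, and with the replicate number as a block *entA*, *entB* and *entC* did (adjusted p = 0.0171, 0.0263 and 0.043). The ferrous iron transporter gene *feoB* had 1.32 (standard error 0.43, adjusted p = 0.0395 with the replicate block), and *feoA* and *feoC* had 0.09 and 0.15. Of 12 genes of iron storage and iron-using enzymes, 3 were lower: *ftnA* at -4.61 (standard error 0.97) and the succinate dehydrogenase genes *sdhC* at -2.73 (standard error 0.55) and *sdhD* at -2.60 (standard error 0.66). In the list of magnesium transport and fluoride export, 2 of 7 were higher, *mgtA* at 5.09-fold and *mgtS* at 4.8-fold, and the count was the same with any array left out.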

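The count of genes of iron uptake higher at 70 mM NaF, such as *exbB*, was 12 when adjusted over the list alone and 20 with the replicate number as a block. It was 10 without the 5 arrays of bright dim probes and 11 without 70 mM NaF replicate 1 and 3 without 70 mM NaF replicate 3. For iron storage and iron-using enzymes it was 6 lower when adjusted over the list alone, 6 with the replicate block, 5 without the 5 arrays, and 0 without control replicate 1 or 70 mM NaF replicate 2 or 70 mM NaF replicate 3 and 5 without 70 mM NaF replicate 1. For magnesium transport and fluoride export it was 2 when adjusted over the list alone. Camera gave adjusted p of 3.42e-11 for iron uptake, 0.022 for iron storage and iron-using enzymes and 0.117 for magnesium, and 0.371, 0.559 and 0.371 with an estimated correlation. For *ftnA* the adjusted p was 0.0642 without control replicate 1, 0.0738 without 70 mM NaF replicate 2 and 0.0706 without 70 mM NaF replicate 3, for *sdhC* 0.0521 without control replicate 1, 0.0591 without 70 mM NaF replicate 2 and 0.0521 without 70 mM NaF replicate 3, and for *sdhD* 0.109 without control replicate 1, 0.101 without control replicate 2, 0.146 without 70 mM NaF replicate 2, 0.0538 without control replicate 3 and 0.128 without 70 mM NaF replicate 3.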

Consistently, we found that NaF treatment upregulated the expression of a large number of genes controlling the uptake of iron (e.g., *entCEBA nfeF*, *exbBD*, *feoABC*, etc.) and magnesium (i.e., *mgtA* and *mgtS*).

Furthermore, many upregulated genes are involved in cell envelope stress (e.g., *pspA otsBA*, *treF*, and *osmY*) and lipid biosynthesis (*pgpC*, *ybhP*, *cslB*, and *ybhN*). Many of them are positively regulated by the nucleotide alarmone ppGpp. It seems likely that their upregulation is a result of the ppGpp-mediated stress response caused by defects in ATP production upon NaF exposure. This notion is well supported by a recent study reporting novel roles for ppGpp in bacterial physiology (35). In contrast, the putative increase in ppGpp level in response to NaF treatment might account for the downregulation of numerous genes involved in translation (e.g., *infA*, *rrf*, *prfC*, etc.).

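Of the genes named for envelope stress, the trehalose genes *otsB* and *treF* rose at 70 mM NaF, while *otsA*, *pspA*, for the phage shock protein, and *osmY* did not pass in limma. *otsB*, for trehalose phosphatase, had a log2 fold change of 2.38 (standard error 0.58, adjusted p = 0.0283), and the trehalase gene *treF* had a log2 fold change of 1.74 (standard error 0.43, adjusted p = 0.0287) (n = 3 arrays per culture). *otsA*, for trehalose phosphate synthase, had 1.72 (standard error 0.57) and passed with the replicate number as a block (adjusted p = 0.0383). *pspA* had 0.56 (standard error 0.63) and *osmY* 1.54 (standard error 0.82). Of the lipid genes, *pgpC*, for phosphatidylglycerophosphatase, was higher at 1.46 (standard error 0.29, adjusted p = 0.0102). The cardiolipin synthase gene *clsB* had 1.61 (standard error 0.53), *ybhP* 1.49 (standard error 0.51) and *ybhN* 1.21 (standard error 0.59). These 3 passed with the replicate block (adjusted p = 0.00951, 0.0252 and 0.00219). Without control replicate 3, 2 of the 4 lipid genes passed in limma. The adjusted p of *otsB* was 0.115 without control replicate 1, 0.115 without 70 mM NaF replicate 2 and 0.116 without 70 mM NaF replicate 3, and that of *treF* was 0.119 without control replicate 1, 0.0511 without 70 mM NaF replicate 1, 0.0857 without control replicate 2 and 0.128 without 70 mM NaF replicate 3.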

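In the lists fixed beforehand, phage shock genes were not called singly at 70 mM NaF, and a few genes of the envelope stress response fell. Of 7 phage shock genes limma called 0, 4 passed at an unadjusted p under 0.05, and 2 passed when adjusted over the list alone and 2 with the replicate number as a block: *pspD* (log2 fold change 0.96, adjusted p = 0.0214) and *pspG* (log2 fold change 1.12, adjusted p = 0.0277). Without 70 mM NaF replicate 1, 1 of them passed. Of 22 genes controlled by the envelope regulators RpoE and CpxR, 2 were lower (3 adjusted over the list alone, 5 with the replicate block). They were *rseC* at -0.87 (standard error 0.16) and *ppiA*, for a periplasmic folding enzyme, at -1.31 (standard error 0.25), with n = 3 arrays per culture. Without the 5 arrays of bright dim probes, 1 gene of that list was higher and 4 were lower, and 1 phage shock gene was higher. Camera gave adjusted p of 0.0278 and 0.00501 for these lists, and 0.371 and 0.616 with an estimated correlation.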

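Of the 3 translation genes, *prfC*, for peptide chain release factor 3, fell at 70 mM NaF. It had a log2 fold change of -1.41 (standard error 0.32, adjusted p = 0.0227), with n = 3 arrays per culture. *infA*, for initiation factor 1, had a log2 fold change of -1.24 (standard error 0.67) and passed with the replicate number as a block (adjusted p = 0.00356). *frr*, for the ribosome recycling factor, had -1.16 (standard error 0.81) and did not pass (adjusted p = 0.125 with the block). Of 54 genes of ribosomal proteins, *rpmH* alone was lower (1 adjusted over the list alone, 10 with the replicate block), at -2.28 (standard error 0.48, adjusted p = 0.0141). The median of the list was -0.55, and camera gave it an adjusted p of 1.7e-05, and 0.616 with an estimated correlation. With single arrays left out, the adjusted p of *prfC* was 0.101 without control replicate 1, 0.062 without control replicate 2, 0.0986 without 70 mM NaF replicate 2 and 0.073 without 70 mM NaF replicate 3. That of *rpmH* was 0.0729 without control replicate 1 and 0.0722 without 70 mM NaF replicate 2, and the count for the list was 0 without control replicate 1 or 70 mM NaF replicate 2 and 2 without control replicate 3, and 2 without the 5 arrays of bright dim probes.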

Further examination of our data revealed that the mentioned transcriptional/posttranscriptional regulators likely contribute to NaF-dependent E. coli gene regulation under anaerobic conditions. In particular, we found that downregulation of the dual regulator H-NS (encoded by *hns*) appears to relieve (activate) expression of several genes/operons (e.g., *proVWX*, *osmC*, and *osmY*) involved in the osmotic stress response, and concomitantly prevent its role as a transcriptional activator, thus reducing transcription (downregulating) of *cydAB* (energy production) and *degP* (periplasmic endoprotease), among others. Similarly, downregulation of Fis, a transcriptional activator of many operons, including those coding for tRNA precursors, is consistent with an observed decrease in level of numerous tRNAs (Table 2; cluster 5).

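*hns*, for the nucleoid protein H-NS, did not pass the test at 70 mM NaF, with a log2 fold change of -1.05 (standard error 0.61, n = 3 arrays per culture). Of the osmotic genes, *osmC* and *proX*, for the glycine betaine binding protein, rose, the latter with a log2 fold change of 1.53 (standard error 0.34, adjusted p = 0.0201). *proW*, for a subunit of the same transporter, had a log2 fold change of 1.58 (standard error 0.41, adjusted p = 0.0349), but was not called with any of the 6 arrays left out, with an adjusted p of 0.0942 without control replicate 1, 0.0641 without 70 mM NaF replicate 1, 0.0969 without control replicate 2, 0.136 without 70 mM NaF replicate 2, 0.0725 without control replicate 3 and 0.0532 without 70 mM NaF replicate 3. *proV* had 1.59 (standard error 0.46) and passed with the replicate number as a block (adjusted p = 0.0139). The cytochrome bd genes *cydA* and *cydB* had -1.31 (standard error 0.69) and -0.45 (standard error 0.37). The periplasmic protease gene *degP* had -1.02 (standard error 0.54), and none of the 3 passed. Of 15 genes of nucleoid proteins and global regulators limma called 0, 0 when adjusted over the list alone, 3 at an unadjusted p under 0.05 and 1 with the replicate block. Camera gave the list an adjusted p of 0.124. With single arrays left out, the adjusted p of *osmC* was 0.101 without control replicate 1, 0.0773 without control replicate 2, 0.0677 without 70 mM NaF replicate 2 and 0.115 without 70 mM NaF replicate 3, and that of *proX* was 0.0739 without control replicate 1, 0.056 without control replicate 2 and 0.0885 without 70 mM NaF replicate 2.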

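Some tRNA genes fell at 70 mM NaF, while *fis*, for the activator Fis, did not pass in limma. *fis* had a log2 fold change of -1.81 (standard error 0.76, n = 3 arrays per culture) and passed with the replicate number as a block (adjusted p = 0.0023). Of 86 tRNA genes, 12 were lower (27 adjusted over the list alone, 36 with the replicate block), and the median of the list was -0.94. The largest fall was that of the glycine tRNA gene *glyT*, with a log2 fold change of -3.55 (standard error 0.96, adjusted p = 0.0427). The leucine tRNA gene *leuW* had -1.54 (standard error 0.35) and the lysine tRNA gene *lysT* -1.20 (standard error 0.28). Of the 43 tRNA genes of Table 2, which the study chose on these samples so that they are not independent evidence, 12 were lower (26 adjusted over the list alone, 29 with the replicate block). Camera gave the tRNA list an adjusted p of 3.24e-06 and the genes of Table 2 1.44e-11, and 0.616 and 0.255 with an estimated correlation. The count of tRNA genes was 1 without control replicate 1, 5 without control replicate 2 and 0 without 70 mM NaF replicate 2 or 70 mM NaF replicate 3, and 2 lower and 1 higher without the 5 arrays of bright dim probes. That of Table 2 was 1 without control replicate 1, 5 without control replicate 2 and 0 without 70 mM NaF replicate 2 or 70 mM NaF replicate 3, and 2 without the 5 arrays. With single arrays left out, the adjusted p of *glyT* was 0.165 without control replicate 1, 0.0887 without control replicate 2, 0.179 without 70 mM NaF replicate 2, 0.066 without control replicate 3 and 0.111 without 70 mM NaF replicate 3, that of *leuW* was 0.0885 without 70 mM NaF replicate 2 and 0.0833 without 70 mM NaF replicate 3, and that of *lysT* was 0.101 without control replicate 1, 0.0873 without 70 mM NaF replicate 2 and 0.0981 without 70 mM NaF replicate 3.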

In addition to transcription factors, a number of global regulators (Rnc, Poly[A] polymerase I and RNA pyrophosphohydrolase) act at the posttranscriptional level. 

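*rnc*, for ribonuclease III, fell at 70 mM NaF, while *pcnB*, for poly(A) polymerase I, and *rppH*, for RNA pyrophosphohydrolase, did not pass in limma. *rnc* had a log2 fold change of -1.73 (standard error 0.44, adjusted p = 0.0354), with n = 3 arrays per culture. *pcnB* had a log2 fold change of -1.69 (standard error 0.51) and passed with the replicate number as a block (adjusted p = 0.00325). *rppH* had -0.58 (standard error 0.51). Of 16 genes of the RNA degradosome and RNA decay, *rnc* alone was called (2 adjusted over the list alone, 3 with the replicate block), and the exoribonuclease II gene *rnb* had -1.04 (standard error 0.40, adjusted p = 0.0386 with the block). The median of the list was -0.53, and camera gave it an adjusted p of 0.12. Leaving out single arrays, the adjusted p of *rnc* was 0.157 without control replicate 1, 0.0786 without control replicate 2, 0.152 without 70 mM NaF replicate 2 and 0.104 without 70 mM NaF replicate 3, and the count for the list was 0 without control replicate 1 or control replicate 2 or 70 mM NaF replicate 2 or 70 mM NaF replicate 3 and 2 without 70 mM NaF replicate 1.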

As the level of the corresponding genes (*rnc*, *pcnB* and *rppH*, respectively) is downregulated in the presence of NaF, it can be envisaged that NaF treatment slows down RNA processing and turnover.

Notably, we observed that the abundance of numerous transcripts increased upon NaF treatment. Although transcript abundances can generally increase or decrease in response to various environmental signals, the NaF-mediated reduction in ATP level we observed for E. coli under anaerobic conditions—and the potentially concomitant decrease in ATP-dependent metabolic activities such as translation, transcription, and degradation of biomolecules (e.g., DNA and RNA)—suggest that profoundly increased abundance of certain transcripts might not be due to a considerably higher rate of transcription (which, in fact, should be less efficient upon ATP depletion). Instead, it could be a result of RNA stabilization as part of the posttranscriptional control playing essential role under various stress conditions (36, 37). Indeed, our analysis of the top upregulated transcripts indicated that a large proportion of them contain stable secondary structures (such as REPs elements) that impede 3′ to 5′ end RNA decay by exonucleases. In fact, we found that a large percentage (~40%) of highly stabilized transcripts (70 versus 0 mM NaF) carried REPs (Fig. 3D).

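Transcripts with a REP named in Table 1 that rose at 70 mM NaF include *mgtA* at 5.09-fold, *exbD* at 5.38-fold and *glpD*, for an aerobic glycerol 3-phosphate dehydrogenase, at 4.35-fold (n = 3 arrays per culture). Transcripts without a REP named include *sodA* at 5.86-fold and *bdm*, for a biofilm regulator, at 6.12-fold. Among the 84 genes called higher in limma, 19 have a REP named in Tables 1 and 2, and among the 196 called lower 6 have one, with 24 and 27 when the replicate number is a block. The tables give REP names for part of the genome only, and the study chose the genes in them on these samples, so the counts are not independent evidence. The paper reasons that less ATP should make transcription less efficient, so that a strong rise of a transcript need not come from more transcription. From the REP sequences in the transcripts that rose most, which impede decay by 3′ exonucleases, the paper proposes that these transcripts are stabilized. For *osmC* and *yghA* the paper also measured half-lives with rifampicin, which were longer at 70 mM NaF than without it. It found both transcripts stabilized in RNase E mutant strains as well. The tiling arrays measure the amount of each transcript and not its decay.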

Although RNA degradation by 3′ exonucleases (e.g., PNPase or RNase II) can be promoted by RhlB-mediated RNA unwinding or 3′ end polyadenylation, both those reactions are ATP-dependent and, consequently, they should be less efficient in circumstances where fluoride depletes ATP. Consistently, our Northern blot hybridization using a probe targeting 5′ regions of several upregulated transcripts (i.e., *osmC*, *proP*, *efeO*, and *yghA*) revealed stabilization of these REP-containing transcripts in a dose-dependent manner upon NaF treatment, and their abundances subsequently decreased after dilution of the cultures with fresh medium lacking NaF (Fig. 3Ca–d). 

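Some genes listed for osmoprotection rose at 70 mM NaF. The list holds genes that take up or make osmoprotectants and others tied to osmotic stress, such as *osmC*, *osmB* and the trehalase gene *treF*. Of its 20 genes 8 were higher, with a median log2 fold change of 1.56 over the list (n = 3 arrays per culture). Called with any array left out were the proline and betaine transporter gene *proP*, at 5.53-fold, and the choline dehydrogenase gene *betA*, at 3.62-fold. The choline transporter gene *betT* had a log2 fold change of 2.10 (standard error 0.44, adjusted p = 0.0141), with an adjusted p of 0.0728 without control replicate 1, and *osmC* rose 4.31-fold. The lipoprotein gene *osmB* had 1.83 (standard error 0.52) and passed with the replicate number as a block (adjusted p = 0.0274). Of 36 genes of the general stress response under RpoS, 3 were higher (4 adjusted over the list alone, 7 with the replicate block): *yhbO*, for a stress protein, at 4.76-fold, *osmC* and *otsB*. The count for osmoprotection was 12 when adjusted over the list alone and 12 with the block, and 2 without control replicate 1 and 4 without control replicate 2 or 70 mM NaF replicate 3. For RpoS it was 1 without control replicate 1 or 70 mM NaF replicate 2 or 70 mM NaF replicate 3. Camera gave adjusted p of 9.68e-07 for osmoprotection and 7.42e-05 for RpoS, and 0.173 and 0.616 with an estimated correlation. Leaving out single arrays, the adjusted p of *osmC* was 0.101 without control replicate 1, 0.0773 without control replicate 2, 0.0677 without 70 mM NaF replicate 2 and 0.115 without 70 mM NaF replicate 3, and that of *otsB* was 0.115 without control replicate 1, 0.115 without 70 mM NaF replicate 2 and 0.116 without 70 mM NaF replicate 3.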

Previous studies have revealed that a number of osmotic stress-related genes (i.e., *proP*, *proV*, *otsBA*, *osmC*, *osmY*; Table 2) upregulated by NaF treatment were also upregulated by 0.4 M NaCl at both transcript levels (24, 38). However, in contrast to 0.4 M NaCl, we only used 70 mM NaF, i.e., at a considerably lower concentration (>5-fold). Therefore, it seems more likely that transcript stabilization *per se* (rather than osmotic stress) is responsible for the observed regulation. Moreover, our additional experimental data (Fig. S1) support the conclusion that the increased levels of *osmC*, *proP*, *efeO*, and *yghA* transcripts are mainly due to exposure to fluoride rather than due to increase in osmolarity.

Further analysis on two selected transcripts, i.e., *osmC* (carrying 1 REP) and *yghA* (carrying 5 REPs), revealed that the observed changes in their abundance were likely caused by enhanced RNA stability, as manifested by the prolonged half-lives of the transcripts in the presence of 70 mM NaF (Fig. 4Ba and Bb and 4Fa and Fb). Moreover, the initial increase in transcript level of full-length *osmC* we detected (Fig. 4Bb) is likely attributable to its efficient stabilization in the presence of 70 mM NaF before complete rifampicin-mediated transcriptional inhibition is attained. To date, studies on the structure of RNA polymerase and inhibition by rifampicin have predominantly focused on the holoenzyme containing the most abundant sigma factor 70, which is responsible for recognizing most E. coli genes. However, in E. coli cells, there are at least seven alternative sigma factors responsible for recognizing different types of promoters (39), and it has been reported that transcription from the sigma70- and sigma32-dependent promoters is differentially inhibited by rifampicin (40). Furthermore, it remains unclear if binding of different σ subunits to the core enzyme represents a simple case of factor substitution that has no effect on core structure or if their binding significantly alters the conformation of the core under different growth conditions. We speculate that transcription of *osmC* under anaerobic conditions is dependent on an alternative sigma factor and so it is less sensitive to rifampicin, particularly upon NaF treatment. As a result, the remaining percentage of FL *osmC* mRNA increases within a short time after rifampicin treatment, as shown in Fig. 4Bb.

Our experimental data support the notion that regulation of *osmC* transcript levels is exerted at the posttranscriptional level by reducing the degradation rate of full-length transcript and its decay intermediate (Fig. 4Ba and Bb and 4Fa and Fb).

The main pathway of RNA turnover in E. coli is controlled by the endoribonuclease RNase E, a primary component of the multienzyme ribonucleolytic complex termed the RNA degradosome (16, 17). Other major components of degradosomes include enolase, RhlB RNA helicase and the 3′-to-5′ exonuclease polynucleotide phosphorylase (PNPase) (15–17). RNA degradosome assembly is required for efficient RNA turnover under both aerobic and anaerobic conditions. We have recently elucidated a mechanism by which E. coli uses enolase-bound degradosomes and the small RNA DicF to alternate from rod-shaped to filamentous form in response to anaerobiosis (19). However, despite some advances, our understanding of how RNA degradation is regulated in bacteria under anaerobic conditions remains limited. To explore anaerobic RNA decay further, we examined if RNase E is required to degrade E. coli *osmC* and *yghA* transcripts using an RNase E temperature-sensitive N3431 strain (25) (Fig. 4Ca and Cb and 4Ga and Gb).

As described above, the *osmC* and *yghA* genes carry REPs at the 3′ end. Although REPs possess stable structures that inhibit 3′-to-5′ exonucleolytic degradation of the cognate transcripts, and/or restrict cleavage at potentially susceptible RNase E sites (41), E. coli deploys mechanisms to overcome the stabilizing effect of REPs. For instance, it was reported previously that degradosomes exert ATP-dependent activity that aids in the unwinding of structured RNAs by RhlB helicase, facilitating their subsequent degradation by PNPase (17) in the 3′ to 5′ direction (42). Alternatively, REP-containing RNAs can be destabilized by polyadenylation, which is normally catalyzed by poly(A) polymerase I (PAPI) that adds poly(A) tails to the 3′ end of E. coli transcripts, thereby expediting exonuclease binding and subsequent digestion of the RNAs by PNPase, RNase II, and RNase R (43).

Given that *osmC* and *yghA* transcript abundance increased considerably upon NaF fluoride treatment (Fig. 4Ba and Bb and 4Fa and Fb), it seems likely that this effect could be caused, at least in part, by inhibition of their RhlB-dependent and/or PAPI-dependent decay, presumably due to NaF-dependent ATP depletion. Moreover, degradation of both transcript types may be dependent on RNase E, the key player in E. coli mRNA decay, whose quaternary structure regulates RNA turnover in a substrate length-dependent manner (44). Indeed, our assessment of RNA half-lives in wild-type (N3433) and temperature-sensitive RNase E mutant (N3431) strains revealed enhanced stability of *osmC* and *yghA* transcripts upon inactivation of RNase E (i.e., in N3431 at the nonpermissive temperature). This finding indicates that RNase E-dependent mechanisms play a critical role in degrading structured RNAs under anaerobic conditions. It will be interested to address in future, whether NaF treatment affects these mechanisms by altering RNase E localization or its tertiary structure under anaerobic conditions.

Collectively, our study reveals that ATP depletion under anaerobic conditions upon exposing E. coli to 20 mM or 70 mM NaF leads to dramatic changes in gene expression. Moreover, NaF-induced upregulation of certain genes in E. coli is likely exerted at the posttranscriptional level, apparently by impeding ATP-dependent unwinding (or polyadenylation) of the respective transcripts. Inhibition of these pathways prevents efficient 3′-to-5′ degradation by exonucleases of the structured RNAs. This scenario is supported by the increased half-lives (chemical stabilization) of structured RNAs upon NaF treatment, as demonstrated by Northern blotting analysis of *osmC* and *yghA* transcripts, which are protected from exonucleolytic decay at their 3′ ends by REP sequences. Furthermore, we report that degradation of these transcripts is RNase E-dependent, implying that anaerobic turnover of structured RNAs likely involves the combined action of both exo- and endoribonucleases.

## MATERIALS AND METHODS

### Bacterial strains, growth conditions and sodium fluoride treatment.

E. coli MG1655 K-12 strain was grown anaerobically in a 1 L Winpact bench-top fermentor (Major Science Inc., USA) with M9 medium (45) supplemented with 0.4% glucose, as described previously (19, 46). In brief, the overnight culture was subcultured in a 1 L fermentor vessel containing M9/glucose medium that had initially been incubated for ~12 h with a constant flow rate of 0.5 L/min of sparged pure nitrogen gas to maintain anaerobic conditions. Then, overnight cultures that had been diluted to an optical density at 460 nm (OD_460_) of ~0.05 were added. The pH, temperature, and agitation were maintained at 7.0, 37°C, and 200 rpm, respectively.

For our ATP depletion experiments, 500 mL of each culture was grown anaerobically to OD_460_ ~0.4, and then NaF was added to obtain a final concentration of 20, 40, 50, 60, 70, 80, or 160 mM, whereas the control culture (0 mM NaF) remained untreated. After incubating the cultures for 8 min, aliquots were withdrawn for ATP measurement and microscopy imaging.

It was reported previously that fluoride ions present at millimolar concentrations in bacterial culture media inhibit cell growth in E. coli under aerobic conditions (47). We tested the effect of fluoride on growth of E. coli under anaerobic conditions (Fig. S2; compare 0 mM versus 20 to 160 mM). We found that sodium fluoride likewise inhibits cell growth, leading to its arrest at a concentration of 70 mM NaF. In our experiments, we treated cells for 8 min to ensure that cells are alive and physiologically active.

Two sets of cultures were prepared in M9/glucose medium for tiling microarray (Fig. 1C). The first one (Cd cultures) included untreated cells (0 mM NaF, control) and two cultures treated with 20 or 70 mM NaF, respectively. The second set of cultures underwent partial reversal of the effects of NaF treatment by diluting the Cd cultures with fresh M9/glucose medium and incubating them to reach the cell density of the original (undiluted) Ce cultures (Fig. 1C). To obtain both sets of cultures, 2 mL M9/glucose medium inoculated with a single E. coli colony was incubated overnight at 37°C to obtain the starting culture (Ca) for inoculation into 50 mL M9/glucose medium placed in a 250 mL Erlenmeyer flask and grown overnight under the same growth conditions, resulting in Cb culture. This later was transferred to a 1 L fermentor vessel containing 300 mL of M9/glucose (maintained under anaerobic conditions at an OD_460_ of ~0.05), and the cells were grown anaerobically until the OD_460_ reached ~0.4 (culture Cc), before transferring the fermentor vessel to an Anaerobic System Glove Box to maintain the anaerobic conditions. Aliquots (100 mL each) of culture Cc were transferred to three 500 mL Erlenmeyer flasks (representing the Cd cultures), and NaF was added to two of them to obtain a final concentration of 20 mM or 70 mM, with the third culture remaining untreated (control). After incubating all Cd cultures for 8 min, aliquots were withdrawn for RNA isolation, and the remaining NaF-treated cultures (20 mL) were diluted (1:5) with fresh M9/glucose medium to reduce the NaF concentration to 4 or 14 mM, respectively. These diluted cultures (Ce) were further incubated under the same conditions and, when they reached an OD_460_ of ~0.4, aliquots were withdrawn for RNA isolation. These experiments were performed on three biological replicates of each culture.

To measure RNA half-lives, MG1655 cultures were grown anaerobically as described above. Then each 0 mM and 70 mM NaF (8 min) culture was treated with rifampicin to inhibit new RNA synthesis. In the experiments carried out on the *rne* temperature-sensitive N3431 and isogenic wild-type N3433 strains (25), the cultures were grown anaerobically at 30°C. Then, each culture was treated with rifampicin or shifted to 44°C for 1 h prior to addition of rifampicin (0.5 mg/mL).

### ATP measurement.

ATP was extracted from cells using perchloric acid according to a previously described procedure (48). In brief, before withdrawing an aliquot of culture, 200 μL of ice-cold 3.0 N HClO_4_ was placed into an Eppendorf tube and kept on ice, to which the culture aliquot (800 μL) was added. The tube was vortexed and kept on ice for 10 min, before adding 200 μL of 3.0 N KOH in 0.3 M HEPES (pH 7.8) to neutralize HClO_4_, to stabilize the ATP against acid-catalyzed hydrolysis, and to precipitate KClO_4_. After the precipitate had formed and settled, the supernatant was removed and stored frozen at −20°C for later assays. ATP level was measured by luciferase assay in a luminometer (EnSpire multilabel plate reader, PerkinElmer) using an ATP detection kit (Invitrogen) according to the manufacturer’s instructions. In brief, the assay was carried out on black flat-bottomed 96-well microtiter plates. Each sample (10 μL) and 90 μL of a standard reaction solution were mixed in the individual wells and luminescence (a.u.) was recorded at 570 nm. Changes in ATP level were calculated and the percentage of ATP (normalized to untreated control) was determined. All measurements of ATP level were performed in triplicate.

### Microscopy imaging.

For cell imaging, 2 μL of cell culture was placed on the middle of a glass plate, then covered with a cover slide and sealed. Differential interference contrast (DIC) images were captured using an Axio Imager Z1 (Carl Zeiss) microscope at 100× magnification. The images were analyzed in ZEN Blue Edition software (Carl Zeiss).

### RNA isolation and Northern blot analysis.

Total RNA was extracted by means of the hot acidic phenol method (21). In brief, aliquots (43 mL) of cell cultures grown anaerobically in M9/glucose medium as described above were mixed with cold stop solution (5% phenol in ethanol) at an 8:1 ratio. The cells were collected by centrifugation (4,000 *g*, 4°C, 15 min), suspended in 2 mL KJ medium (50 mM glucose, 25 mM Tris-HCl pH 8.0, 10 mM EDTA pH 8.0, 100 mM NaCl), then added into 2 mL boiling lysis buffer (0.2 M NaCl, 20 mM Tris-HCl pH 7.5, 40 mM EDTA, 0.5% SDS), and incubated in boiling water for 30 sec before adding 2 mL acidic phenol (pH 4.5). The contents of each tube were gently mixed by inverting the tube ~20 times. Total RNA was extracted into aqueous phase by centrifugation (4,000 *g*, 4°C for 1 h). Then, the RNA was precipitated by adding 1 volume of isopropanol and 1/10 volume of 3 M sodium acetate (pH 7.8). The resulting RNA suspensions were stored at −20°C. Prior to use, the RNA was precipitated by centrifugation (30,000 *g*, 4°C for 15 min), washed with 70% ethanol, centrifuged again (30,000 *g*, 4°C for 15 min), and suspended in 20 μL water.

The purified RNA was first analyzed by Bioanalyzer (Agilent 2100). A ratio of rRNAs [23S/16S] > 1.4 was considered to reflect RNA of high quality, so it was used for subsequent tiling array analysis.

For Northern blot analysis, aliquots of total RNA (10 μg) were individually mixed with equal volumes of 2× RNA loading dye (0.03% bromophenol blue, 0.03% xylene cyanol FF, 0.5 mM EDTA in formamide), incubated at 65°C for 10 min, chilled on ice, and separated on 3.5% or 6% polyacrylamide-urea gels. The fractionated RNAs were transferred to ZetaProbe blotting membranes (Bio-Rad) at 400 mA (60 min at 4°C) in 0.5×TBE buffer and UV cross-linked (1,200 mJ) using a Stratalinker UV Crosslinker 2400 system (Stratagene). RNAs were stained with 0.3% methylene blue/0.3 M sodium acetate solution (pH 5.2) for 1 min and further washed with miliQ water for 5 min on a shaker, and then scanned using an Epson Perfection 4990 photo scanner. The membranes were cut into smaller pieces and, after prehybridization with ULTRAhyb hybridization buffer (Ambion) at 65°C for 12 h, they were further hybridized with the specific oligonucleotide probes internally labeled with [α-^32^P] ATP oligodeoxynucleotide or 5′-labeled with [γ-^32^P] ATP (Table S1). The internally labeled RNA probes were synthesized using an *in vitro* transcription kit (MAXIscript, Ambion) and 5′-labeled DNA probes were labeled using T4 polynucleotide kinase (T4 PNK, Thermo Scientific) according to the manufacturer’s instructions. DNA templates for transcription of individual RNA probes were generated by PCR using gene-specific primers (Table S1). Radioactive probes were purified using a MicroSpin G-25 column (GE Healthcare). We used RiboRuler high and low range RNA ladders (Thermo Scientific) to estimate the approximate size of RNAs. After hybridization at 65°C (internally labeled probes) or 42°C (oligonucleotide probes) overnight, the membranes were washed twice with preheated wash buffer (5× SSC with 0.5% [wt/vol] SDS) at 65°C (internally labeled probes) or 42°C (oligonucleotide probes) and exposed to Phoshor imaging plates (FujiFilm) at −80°C. The RNA bands were detected using a Typhoon FLA 9000 biomolecular imager (GE Healthcare), and the relative amount of individual RNA species in each band was calculated by normalizing its signal to 5S or 16S rRNA signals using as controls for our Northern blots. Ribosomal RNAs are very stable and therefore their steady-state intracellular levels are almost the same, which was supported by their expression profiles in our tiling array data. 

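The 16S and 23S rRNA genes lie so close to the highest value the scanner records that a rise at 70 mM NaF could hardly be seen and a small fall may be hidden. *rrsA*, for 16S rRNA, had a log2 fold change of 0.02 (standard error 0.08, n = 3 arrays per culture) and *rrlA*, for 23S rRNA, 0.02 (standard error 0.08). The 5S rRNA genes had larger values: *rrfA* had 0.73 (standard error 0.55) and *rrfB* 0.65 (standard error 0.54). Of 22 rRNA genes limma called 0, 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 with the replicate number as a block, and the smallest unadjusted p was 0.155, of *rrfF*. In K-means clustering the 16S and 23S genes lay in the cluster of 1353 genes centred near 0, *rrfB* in that of 895 genes, and the other 5S genes, *rrfA* among them, in the cluster of 393 genes with the highest centre. The mean log2 value of *rrsA* in the control was 15.85 and that of *rrlA* 15.82, while *rrfA* stood at 13.97. The number of 3 arrays per culture limits how small a difference in 5S rRNA could be seen.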

In other words, all three ribosomal RNAs (i.e., 23S, 16S, and 5S) belong to clusters 1 or 2 (Fig. 2), which indicates that their levels were not significantly affected by NaF treatment, so they can be used as loading controls for Northerns. For transcript level comparisons we used the same cell mass.

### Tiling array.

The purified RNA was first analyzed by Bioanalyzer (Agilent 2100), with a ratio of rRNAs (23S/16S) >1.4 being considered of sufficiently high quality for tiling array analysis. The RNA was then converted to labeled cDNA, which was hybridized to a whole-genome tiling array (NimbleGen) using standard NimbleGen operating protocols. In brief, double-stranded cDNA was synthesized using a Nimblegen cDNA synthesis kit from 10 μg total RNA and up to 1 μg of the resulting cDNA was plabeled with Cy3-9mer primers by using a Nimblegen labeling kit. Following labeling, 5 μg of Cy3-cDNA was hybridized for 18 h at 42°C in a MAUIHybridizer unit with a Nimblegen 385K E. coli tiling array by means of the Nimblegen hybridization kit. Afterwards, the array was washed using Nimblegen washing buffers, followed by drying on a microarray dryer. The microarray slides were scanned using the Axon GenePix 4200A microarray scanner at 5 μm resolution and photomultiplier tube (PMT) at 480 V. The scanned images were processed using NimbleScan software. The array images were further processed using Nimblegen's standard protocol for Nimblescan ChIP data extraction.

### Bioinformatics.

The expressions for each gene were quantified by summarizing the tiling-array probe signals (subColSummarize) and normalizing across all the samples (“normalize.quantiles”) using the R package “preprocessCore” (version 1.58.0). For each sample, relative fold changes of each transcript were calculated by comparing it to the gene expression value of the control sample. The k-means clustering analysis (k = 6) was performed by running the R function “kmeans” on the log_2_-transformed median fold changes in expression across all samples. We applied STRING analysis (49) to obtain the interaction network of differentially expressed genes. The Biocyc Database Collection (https://biocyc.org) was used to identify REPs in the E. coli MG1655 K-12 strain.

### Quantification and statistical analysis.

Integrated band intensity was quantitated using Fiji (50) software based on the intensity of signals obtained by scanning the phosphor image plates. Optical density was obtained using a Prema PRO-739 visible spectrophotometer. All statistical tests were performed using GraphPad Prism version 9.0.

### Data availability.

The tiling array data and related information have been deposited to NCBI GEO (accession no. GSE211579).

# Supplementary material for: Sodium Fluoride Exposure Leads to ATP Depletion and Altered RNA Decay in Escherichia coli under Anaerobic Conditions
**Source:** Microbiol Spectr. 2023 Mar 20;11(2):e04158-22. doi: 10.1128/spectrum.04158-22
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.04158-22-s0001.pdf, PDF file, 0.5 MB

# Figure S1

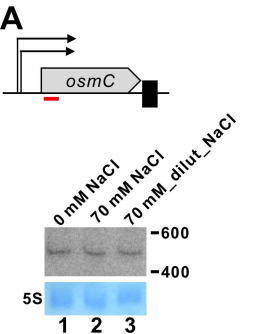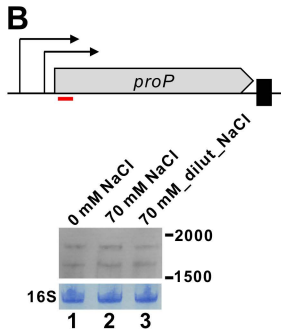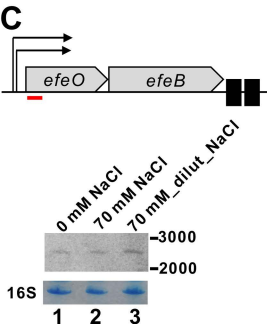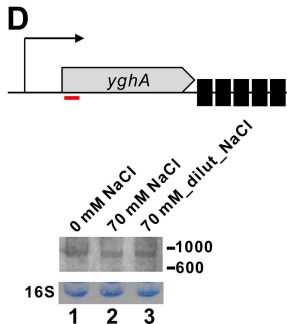

**Figure S2**

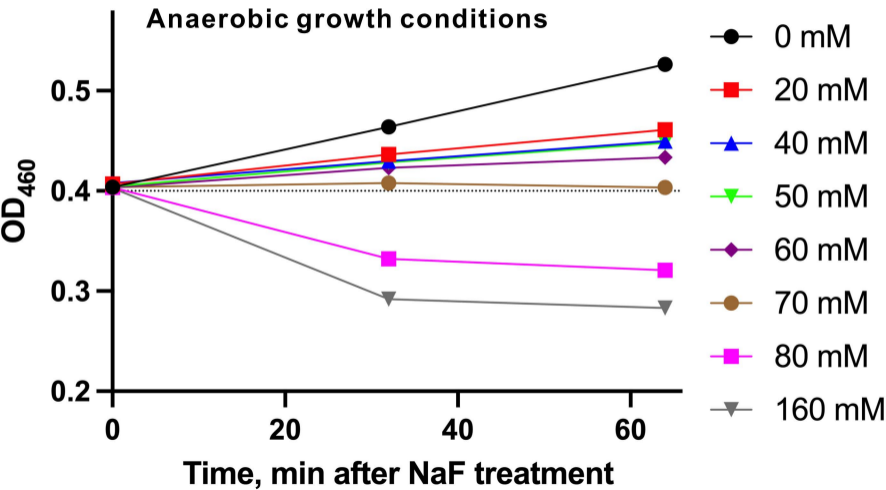

## Supplementary figure legends

**Fig. S1. Steady-state levels of *osmC* (A), *proP* (B), *efeO* (C) and *yghA* (D) RNAs upon an increase (0 and 70 mM) and subsequent decrease [14 (70 mM\_dilut)] in concentration of NaCl.** Hybridizations were performed with internally-labeled probes. The 5S and 16S rRNAs served as internal loading controls. RiboRuler RNA Ladder (Thermo Scientific) was used as a size marker. Schematic representations of the *osmC*, *proP*, *efeO-efeB* and *yghA* operons are shown on top of each Northern blot. Repetitive extragenic palindromic sequences (REPs) are depicted as black rectangles. The regions complementary to the probes are indicated by thin red lines under the 5'-end of each transcript.

**Fig. S2. Optical densities of *E. coli* cultures grown under anaerobic conditions after NaF treatment [0 (control) to 160 mM].** The dotted black line corresponds to  $OD_{460} \sim 0.4$ . Error bars represent the standard deviation of three biological replicates.

**Table S1.** Oligonucleotide primers used to amplify templates for *in vitro* transcription of RNA probes and oligonucleotides used as DNA probes for Northern blot detection used in this study. Related to Figures 3 and 4.

| Name     | Sequence (5' to 3')                                         | Product length (bp) | Target        |
|----------|-------------------------------------------------------------|---------------------|---------------|
| osmC_fw  | ACAATCCATAAGAAAGGTCAGGCAC                                   | 170                 | MG1655genome  |
| osmC_rev | <u>TAATACGACTCACTATAGGG</u> CAGTTCTTCAG<br>GGTTGGTTCC       |                     |               |
| proP_fw  | CTGAAAAGGAAAAAAGTAAAACCGA                                   | 167                 | MG1655 genome |
| proP_rev | <u>TAATACGACTCACTATAGGG</u> TGCGTAAGCAA<br>CAAAACCATA AACAC |                     |               |
| efeO_fw  | ACCATTAAC TTCCGCCGTAACG                                     | 176                 | MG1655 genome |
| efeO_rev | <u>TAATACGACTCACTATAGGG</u> TGTTTTCCCGG<br>CGTTAACCGTAA     |                     |               |
| yghA_fw  | GACCCGACCACGCAGTATTACACT                                    | 155                 | MG1655 genome |
| yghA_rev | <u>TAATACGACTCACTATAGGG</u> ACGATCTTTCA<br>GGCGACCGCTA      |                     |               |
| osmC_REP | CGCCTGACGCGTCATCCGG                                         | -                   | MG1655 genome |
| yghA_REP | TGCCTGATGCGCTACGCTCATCAGGCCTA                               | -                   | MG1655 genome |

fw = Forward, rev = Reverse,

underlined nucleotides in the reverse primer correspond to T7 promoter.

How the deposited data were processed for this re-analysis (not part of the article)

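Gene expression of *Escherichia coli* MG1655 was measured under anaerobic conditions in 6 cultures, with 3 replicate arrays each. They were a control, 20 mM NaF and 70 mM NaF after 8 min, and the same cultures after a 5-fold dilution and regrowth to the density of the undiluted ones. The probe signals of the 18 arrays are deposited as scanned, without normalization, with medians from 385 to 5323 scanner units per array. The intensity values per gene, as deposited, were made by the authors, who summarized the probes of each gene and applied quantile normalization across all samples with the R package preprocessCore, as the paper's methods state. They are on a linear scale. Each of the 4417 genes has a forward and a reverse value, and the mean of both log2 values was used, because no text available here says which of them the paper used. The probes carry no position, so gene values could not be made again from the probe signals. Symbols of the files were looked up in the annotation of the MG1655 reference genome the paper used, where 4296 matched directly and 4363 with synonyms.

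Comparisons were made with limma 3.58.1 in R 4.3.3, with a mean per culture fitted over all 18 arrays, 12 residual degrees of freedom, two-sided moderated tests and adjustment by Benjamini and Hochberg over all genes at a threshold of 0.05. The test was checked on simulated data with the mean and spread of each gene on these arrays and independent noise. For gene lists, camera with a preset correlation of 0.01 compares a list with all other genes, camera with an estimated correlation allows for genes that vary together, and fry tests whether the genes of a list move one way. The adjustment for these tests was over the 33 lists or the 19 categories of the paper. The lists hold 666 entries, 664 of them measured, and cover ribosomal proteins, rRNA, tRNA and their ligases, iron uptake and storage, magnesium and fluoride transport, copper and zinc export, osmoprotection, the RpoS, PhoP, heat shock, phage shock, envelope, acid, oxidative and SOS responses, glycolysis, the pentose phosphate pathway, fermentation, ATP synthase, amino acid, nucleotide and fatty acid synthesis, putrescine degradation, RNA decay, global regulators, flagella and sugar transport. K-means clustering with 6 clusters and 100 random starts was run on log2 ratios to the same-numbered control. REP sequences are not in the annotation available here, so the names in the paper's Tables 1 and 2 were counted, and no test of REP shares over all transcripts was run.

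The genes named are the 10 largest rises and falls at 70 mM NaF and the 5 largest of each in the other comparisons, among called genes whose arrays do not overlap between the cultures, up to 4 members of each list with the smallest p, and the genes the paper names, whose values in Table 1 had been seen. By the paper's methods the control, 20 mM and 70 mM cultures were aliquots of 1 parent culture, the diluted cultures came from these, and the experiment was done on 3 biological replicates. The arrays of a replicate would then share a parent culture, though the paper does not say that the array numbers stand for it. After the mean of each culture was taken out, gene values on arrays of the same number had a mean correlation of 0.37 across genes and those of different numbers -0.18. Taking out the mean ties the latter to the former, so the negative value is no further evidence. Among arrays of other cultures, each of the 18 arrays was closest to 1 of its own number. Each same-numbered correlation was over 0.1 in every comparison made, except for dilution of the 20 mM culture, with -0.03 in replicate 2, and of the 70 mM culture, with -0.34 in replicate 3. Every comparison was therefore also run with the replicate number as a block, which called 1073 genes at 70 mM NaF, where limma without it called 280. Other alternatives were further scalings, an added constant, a filter on dim genes, fewer arrays in the fit, other options of limma, the t test that the paper names for Table 1, each array left out in turn, and for the clusters other controls, ratios, cluster numbers and starts. After the data had been seen, the forward or reverse value alone, a larger constant, a cyclic loess scaling, the lower quartile of the probe signal as a covariate, and a fit without 5 arrays of bright dim probes were added.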

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

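The tests on the arrays with bright dim probes, the comparison of doses for the genes lower at 70 mM NaF, the covariate and the fit without 5 arrays were chosen only after the result was seen. Between the effect of 70 mM NaF and what remained after dilution, each against its own control, the test of the difference called 5 genes in limma. *bdm*, for a biofilm regulator, differed by 2.97 on the log2 scale (standard error 0.39, adjusted p = 0.00457, 3.03e-05 with the replicate block), with 2.61 at 70 mM NaF and -0.36 after dilution. *tus*, for the protein that stops replication forks at their terminus, differed by 1.12 on the log2 scale (standard error 0.14, adjusted p = 0.00457, 0.00643 with the replicate block), with 0.96 at 70 mM NaF and -0.17 after dilution. *mglB* differed by -2.10 on the log2 scale (standard error 0.16, adjusted p = 1.28e-05, 1.97e-05 with the replicate block), with -2.33 at 70 mM NaF and -0.23 after dilution. *dctA* differed by -1.99 on the log2 scale (standard error 0.28, adjusted p = 0.00764, 0.0123 with the replicate block), with -2.90 at 70 mM NaF and -0.92 after dilution. On dilution of the 70 mM culture *mglB* and *dctA* had log2 fold changes of -0.01 and 0.24, and on dilution of the control -2.11 and -1.75. Their difference thus comes from the control and does not show a return of the treated culture. *mglB* is also among the 20% dimmest genes. *rbsA* differed by -1.61 on the log2 scale (standard error 0.27, adjusted p = 0.0352, 0.0133 with the replicate block), with -1.99 at 70 mM NaF and -0.38 after dilution, and it lost the call without 9 of the 12 arrays left out in turn, with an adjusted p of 0.0679 without control replicate 1, 0.0853 without 70 mM NaF replicate 1, 0.0838 without diluted 70 mM NaF replicate 1, 0.115 without diluted control replicate 2, 0.118 without diluted 70 mM NaF replicate 2, 0.0795 without control replicate 3, 0.124 without 70 mM NaF replicate 3, 0.147 without diluted control replicate 3 and 0.125 without diluted 70 mM NaF replicate 3. Without the 5 arrays of bright dim probes, replicate 1 alone stands for the diluted 70 mM NaF culture, too few for a test. Of 100 drawn splits of both sets of 6 arrays, 11 called as many genes as the real 5, the real one included, and the highest other called 1354. Same-numbered arrays vary together, and of the 16 others that keep them apart as the real split does, 4 called as many and the highest 1305. Chance cannot be excluded for that count, and a split that calls so many more points to a structure of the samples.

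The paper does not compare the diluted control with the control, and there limma called 94 genes, 57 higher and 37 lower, and 179 with the replicate number as a block. Each single comparison sets 3 arrays against 3, which makes 10 splits, too few for a share under 0.05. The real value and the highest of the other splits were 280 and 0 for 70 mM NaF versus control, 415 and 1 for 20 mM NaF versus control, 44 and 10 for the diluted 70 mM NaF culture versus the diluted control, 94 and 4 for the diluted control versus the control, 110 and 0 for the 70 mM and 299 and 1 for the 20 mM culture after and before dilution, and in each of these 1 split, the real one, gave as many. For the diluted 20 mM NaF culture versus the diluted control all 10 gave 0. For 70 mM versus 20 mM NaF the real split called 5 (26 with the replicate number as a block) and 2 splits gave as many. The other called 2236 and set replicates 2 and 3 at 20 mM NaF with replicate 2 at 70 mM NaF, the arrays of bright dim probes, against the rest, which points to a structure of the samples. Of the 9 other splits in each comparison, 3 keep same-numbered arrays apart as the real one does, and there the highest was 1 for 20 mM NaF versus control and for dilution of the 20 mM culture and 0 for all others, 70 mM versus 20 mM NaF among them. The splits with 2236, 10 and 4 genes set arrays of the same number on 1 side.

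On 5 arrays, all of treated cultures, dim probes were bright. A higher scanner gain would scale all probes alike, but the ratio of the 95th to the 25th percentile of probe signal was at most 12.3 on these arrays and at least 20.2 on the other 13, which argues against a gain. Signal added to all probes would narrow the range of the gene values, and their slope on the mean control was at most 0.81 on the 5 arrays and at least 0.89 on the others, in line with such signal. An effect of the NaF dose stays open: the mean lower quartile of probe signal at 70 mM was 0.304 of that at 20 mM, and replicates of 1 culture differ, which keeps the doses from being told apart.

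Many of the genes lower at 70 mM NaF are bright, with 61 of 196 among the 20% brightest of the control. A narrower range of 70 mM NaF replicate 2 might lower bright genes. The median log2 ratio of the 20% brightest genes was -0.9987 on that array, against -0.20 and -0.21 on replicates 1 and 3. With the lower quartile of probe signal as a covariate, the median log2 fold change of these genes was -1.39, against -1.50 without it, and all 196 kept the call. On the log2 scale that quartile was 8.50, 9.48 and 8.74 at 70 mM NaF and 7.89, 9.02 and 8.90 in the control. These values lie so close that the covariate could hardly move this comparison, so it cannot decide. Without the 5 arrays, 70 mM NaF replicate 2 among them, the median was -1.32 and 121 of the 196 were called. The fall of these genes as a set thus does not rest on that array alone, though they were chosen with it included. In the 75 others the median log2 fold change went from -1.26 to -1.23 and the median standard error from 0.32 to 0.35, so that calls ended with folds about as large. An effect of the NaF dose stays open: their median at 70 mM minus that at 20 mM was -0.21, but the genes were chosen for their value at 70 mM.

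More genes were called at 20 mM than at 70 mM NaF, 415 against 280. With the covariate these counts were 18 and 1141, consistent with a narrower range of 20 mM NaF replicates 2 and 3 as the source of the larger count. The median log2 fold change of the genes called at 20 mM went from -1.45 to -0.82 for the lower and from 1.05 to 0.48 for the higher ones, while the median standard error went from 0.32 to 0.28, so that calls ended through smaller fold changes. Whether a lower dose changes other genes than a higher one was not tested apart from this and stays open.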

How the results depend on the processing

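The added constant of 500, the cyclic loess scaling, the forward or reverse value alone, the covariate and the fit without 5 arrays are alternatives chosen after seeing the data, and the others were set before. The number of arrays limits the precision, and for dim genes the signal over the background does so as well. Over 4321 values of the 187 gene and comparison pairs named, 3421 stayed called or stayed uncalled, 804 lost the call, 96 gained it, and 0 with a call on either side turned direction. The counts of called genes moved by more than 1.5 times under some alternative in all 9 comparisons, and unless stated the cause was not tested. In the order 70 mM NaF versus control, 20 mM NaF versus control, 70 mM versus 20 mM NaF, diluted 20 mM NaF and diluted 70 mM NaF versus diluted control, diluted control versus control, dilution of the 70 mM and of the 20 mM culture, and the difference between the effect of 70 mM NaF before and after dilution, limma called 280, 415, 5, 0, 44, 94, 110, 299 and 5. In the same order the replicate number as a block gave 1073, 2040, 26, 0, 882, 179, 179, 1899 and 25, and the covariate 1141, 18, 146, 0, 6, 220, 382, 132 and 161. A fit to the compared arrays alone, with fewer arrays to estimate the spread, gave 25, 0, 0, 0, 0, 34, 25, 23 and 3, with 6 genes of Table 1, 1 gene of the Northern blots and 2 genes with a REP named among the rises. The t test that the paper names for Table 1 gave 819, 713, 170, 299, 784, 675, 299, 740 and 216 at p under 0.05, and 697, 637, 453, 749, 483, 568, 293, 514 and 511 when paired by replicate number. After adjustment it gave 2 for the difference before and after dilution and 0 for all other comparisons, Table 1, the Northern blot genes and the genes with a REP named, and its paired form 0 for each of these. Quantile normalization gave 270 for 20 mM NaF, 15 for 70 mM versus 20 mM NaF and 11 for the difference before and after dilution. Median centring gave 218 for 20 mM NaF and 10 for 70 mM versus 20 mM NaF. Adding 500 gave 168 for 20 mM NaF and 18 for 70 mM versus 20 mM NaF, and 129 genes in the lowest K-means cluster. Cyclic loess gave 30 for 70 mM versus 20 mM NaF and 19 for the difference before and after dilution, and 261 genes in the highest cluster. An intensity trend with robust options gave 697 for 20 mM NaF, 15 for the diluted 70 mM culture and 2 for the difference before and after dilution. Without the 5 arrays of bright dim probes, replicate 1 alone stands for the 20 mM and for the diluted 70 mM culture. No counts are given for comparisons that use either of these. Without the 20% dimmest genes the counts were 10 for 70 mM versus 20 mM NaF, 6 for the diluted 70 mM culture and 2 for the difference before and after dilution. In the diluted 70 mM culture the forward value alone gave 14 and the reverse value alone 10. Of the 33 gene lists camera called 21 at 70 mM NaF, 0 with an estimated correlation and 10 in fry, and of the 19 categories 13, and 2 with an estimated correlation. A single random start gave a highest cluster as small as 108 genes, and as many as 26 genes with a REP named in it, where the undiluted control for all cultures gave 9 and ratios of medians 3. With single arrays left out the counts ranged over 98 to 357 for 70 mM NaF, 12 to 2356 for 20 mM NaF, 1 to 20 for 70 mM versus 20 mM NaF, 0 to 7 for the diluted 20 mM culture, 0 to 769 for the diluted 70 mM culture, 31 to 79 for the diluted control, 83 to 99 for dilution of the 70 mM culture, 58 to 2232 for dilution of the 20 mM culture and 4 to 9 for the difference before and after dilution, 24 to 30 for Table 1, 2 to 3 for the Northern blot genes, 16 to 18 for rises with a REP named, 16 to 21 for gene lists, 13 to 15 for categories, 157 to 403 and 187 to 322 genes for the highest and lowest clusters, and 8 to 27 for genes with a REP named in the highest. A constant of 50, which was not run for the clusters, left each other count within 1.5 times. The scalings moved the median of all genes by less than 0.1 on the log2 scale. The summaries from probes, other distances to a REP and a REP counted for each gene of an operon were not run, because neither probe positions nor REP positions were used here.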

Differences from the paper's values

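The alternatives that add 500 to each value, use cyclic loess, the covariate or the forward value alone, or leave out 5 arrays were tested only after the result was seen. For 12 of the 50 genes of Table 1 the log2 fold change at 70 mM NaF versus control differs from the paper's value by more than the standard deviation of the 3 log2 ratios of same-numbered arrays, as the paper states no error. That standard deviation was 0.19 for *slyB* and 1.63 for *exbB*, whose values of 2.41 in the paper and 3.34 here are therefore not counted as differing. The paper's value and the value here were 2.21 and 3.10 for *puuD*; 2.18 and 1.99 for *slyB*; 1.85 and 2.55 for *sodA*; 1.84 and 2.27 for *puuC*; 1.79 and 2.51 for *puuR*; 1.77 and 2.60 for *yghA*; 1.72 and 2.26 for *mgtS*; 1.64 and 2.08 for *puuP*; 1.61 and 2.61 for *bdm*; 1.38 and 2.25 for *yhbO*; 1.37 and 2.10 for *betT*; 1.31 and 2.12 for *glpD*. Under the alternatives set before the data were examined, the value fell within that standard deviation with quantile normalization for *slyB*; with median centring for *slyB*; with 50 added to each value for *puuR*, *yghA*, *yhbO*, *betT* and *glpD*; without control replicate 1 for *slyB*, *yghA*, *yhbO* and *betT*; without 70 mM NaF replicate 1 for *slyB* and *betT*; without 70 mM NaF replicate 2 for *puuD*, *puuC* and *puuR*; without control replicate 3 for *puuD*, *slyB*, *puuR* and *puuP*; without 70 mM NaF replicate 3 for *yghA*, *yhbO* and *glpD*; with the median of same-numbered ratios for *yhbO* and *betT*; with the ratio of group medians for *puuD*, *puuR*, *yghA*, *yhbO* and *betT*. *sodA*, *mgtS* and *bdm* differ under each of these, and each of the 12 not named under an alternative differs there. Over all 50 genes the number differing was 7 with 50 added, 9 without 70 mM NaF replicate 3, 17 with quantile normalization, 18 without control replicate 3 and 21 without 70 mM NaF replicate 1, and in the last 3 of these other genes came to differ. Over the 50 genes the paper's values and those here had a correlation of 0.708 across genes. Adding 500 to each value, which was chosen after seeing the values in a search over 81 combinations, left 6 of the 50 genes differing, with a correlation of 0.942, and closed the gap for *puuD*, *puuC*, *puuR*, *yghA*, *puuP*, *yhbO*, *betT* and *glpD*. With it 32 of the 50 genes were called, where limma called 29 without it.

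The cluster of rises is given by the paper with 100 genes, and the cluster with the highest centre here held 393. It took in 10 of the 50 genes of Table 1, which the paper draws from its own cluster of rises. Most of those genes thus lay outside it, and differences in size, dose order or members are between unlike sets of genes. Among the alternatives set before the data were examined, the smallest of 20 single random starts held 108, within 1.5 times of the paper's count, and with each other alternative the count differs, at 157 without replicate 2 and 353 or more in the rest. The paper's text and its Fig. 2 give different numbers of genes for cluster 3. The paper describes the rises of that cluster as growing with the dose. Its centre here was 1.57 at 20 mM and 0.86 at 70 mM NaF on the log2 scale, the opposite order, and without replicate 2 it was 0.37 and 1.49, in the paper's order. At 20 mM NaF replicates 2 and 3 are arrays of bright dim probes, and whether the opposite order comes from them was not tested. Over Table 1, 50 of 50 genes were higher at 70 mM than at 20 mM. The paper chose these genes for their value at 70 mM NaF, so this tally decides nothing about the order. In Fig. 3D the cluster of rises has the larger share of transcripts with a REP, about 40% against about 18% in the cluster of falls, read by eye. Most genes of the clusters here are in neither table and carry no REP information, so these shares could not be set against it. Among genes of Table 2, 5 of the 13 upregulated ones in the highest cluster and 10 of the 113 downregulated ones in the lowest have a REP named, which goes in the paper's direction without a test. The paper ranks *proP* first in Table 1, and the largest rise here was *exbB*, with *proP* at 2.47 on the log2 scale.

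Of the genes Table 2 lists as rising, 105 of 107 were above 0 at 70 mM NaF and 38 were called, and of those it lists as falling all but 3 of 343 were below 0 and 96 were called. With the replicate number as a block 65 and 223 were called in the paper's direction, and 2 of those listed as falling were called higher. Of the genes named here that the paper gives as rising or falling, *ilvB*, *talA*, *tktB*, *hns*, *rppH*, *frr*, *cydA*, *cydB*, *degP*, *gapA*, *tpiA*, *entE*, *feoA* and *feoC* were not called at 70 mM NaF under any setting run, with log2 fold changes of 0.90, 0.28, 0.90, -1.05, -0.58, -1.16, -1.31, -0.45, -1.02, -0.39, -0.03, 0.50, 0.09 and 0.15. The replicate block calls *fis*, *pcnB*, *infA*, *entA*, *entB*, *entC*, *feoB*, *otsA*, *osmB*, *proV*, *clsB*, *ybhP*, *ybhN*, *carA*, *fbp*, *yeaD*, *aroF*, *pspD*, *ptsG* and *tktA*, and the only setting that calls *infA*, *ybhP*, *yeaD* or *tktA* is that block. The block also calls *yidD*, whose other settings are not listed here. The t test paired by replicate number at p under 0.05 calls *fis*, *pcnB*, *otsA*, *osmY*, *osmB*, *proV*, *ybhN*, *aroF* and *pspD*, the covariate calls *fis*, *pcnB*, *entA*, *entB*, *entC*, *feoB*, *pspA*, *osmB*, *proV*, *clsB*, *ybhN*, *fbp*, *efeO*, *aroF*, *pspD* and *ptsG* and cyclic loess calls *pcnB*, *entA*, *otsA*, *osmB*, *proV*, *aroF*, *pspD* and *ptsG*. The fit without 70 mM NaF replicate 1 calls *pcnB*, *entA*, *entB*, *carA* and *ptsG*, the fit without the 5 arrays calls *feoB*, *proV*, *efeO* and *pspD* and the fit without control replicate 1 calls *feoB*. The fit without 70 mM NaF replicate 2 calls *feoB*, quantile normalization calls *osmB*, *aroF* and *pspD* and median centring calls *osmB* and *proV*. Adding 50 calls *osmB*, the filter on dim genes calls *osmB* and *proV* and the forward value alone calls *osmB*, *proV* and *pspD*. Adding 500 calls *osmB* and *pspD*, the t test named for Table 1 at p under 0.05 calls *proV*, *efeO*, *aroF* and *pspD* and the fit without control replicate 3 calls *clsB*. The paper places the 5S rRNA in clusters without a response to NaF. Here all 5S genes but *rrfB* lay in the highest cluster, which is not the paper's set of rises, *rrfA* with a log2 fold change of 0.73 that did not pass.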

Other observations

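The test of the return after dilution was chosen only after the result was seen. After dilution with fresh medium and regrowth in the absence of NaF, single genes of nitrogen control and of asparagine synthesis differed. No list was fixed beforehand for these genes. Against the control, the diluted control was higher in *glnL* and *glnG*, of the sensor and regulator of nitrogen limitation, at 8.98-fold (adjusted p = 0.00114 from limma) and 8.47-fold, in *asnA* of asparagine synthesis at 7.63-fold, and in *glnK*, a signal protein of nitrogen supply, at 15.4-fold. It was lower in *sdhB*, *sdhC* and *sdhA* of succinate dehydrogenase, with log2 fold changes of -3.03, -2.81 and -2.80 (standard error 0.31, 0.55 and 0.56), in *sucD* of succinyl-CoA synthesis at -2.29 and in *rbsD* at -2.31. In sugar uptake 5 of 20 (9 adjusted over the list alone, 9 with the replicate block) fell, and camera kept the call with an estimated correlation (adjusted p = 0.0257), but not with the replicate block as well (adjusted p = 0.0701). Of iron storage and iron-using enzymes 3 of 12 (5 adjusted over the list alone, 5 with the replicate block) fell, with an adjusted p of 0.171 with an estimated correlation, and in phage shock 1 gene rose and 2 of 7 (6 adjusted over the list alone, 3 with the replicate block) fell, with 0.131. Left-out arrays ended some of these calls, where the adjusted p of *glnK* was 0.129 without control replicate 1, 0.0666 without control replicate 2, 0.157 without diluted control replicate 2, 0.0847 without control replicate 3 and 0.0787 without diluted control replicate 3, that of *sdhA* 0.0784 without control replicate 1, 0.0674 without diluted control replicate 1, 0.0777 without control replicate 2 and 0.103 without diluted control replicate 2, that of *sdhC* 0.0785 without control replicate 1, 0.0674 without diluted control replicate 1, 0.0686 without control replicate 2 and 0.0739 without diluted control replicate 2, and that of *rbsD* 0.0757 without control replicate 1 and 0.0952 without diluted control replicate 2. The total of 94 genes was 34 without control replicate 1, 33 without control replicate 2, 59 without diluted control replicate 1 and 31 without diluted control replicate 2.

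On dilution of the 20 mM NaF culture, some genes of arginine and methionine synthesis rose. *artJ* rose 24.7-fold, *argC* 24-fold and *lysC* 22.4-fold, and *sdhB* fell by 2.76 on the log2 scale. In arginine synthesis 9 of 11 (9 adjusted over the list alone, 10 with the replicate block) rose, in methionine synthesis and uptake 8 of 13 (10 adjusted over the list alone, 11 with the replicate block), and in mixed acid fermentation 6 of 20 (11 adjusted over the list alone, 11 with the replicate block). With an estimated correlation the adjusted p was 0.22, 0.653 and 0.653, so camera kept none of these lists. Limma called 199 genes higher and 100 lower, and 1899 in all with the replicate number as a block. Without the 5 arrays of bright dim probes, replicate 1 alone stands for 20 mM NaF, too few for a count. The total of 299 was 2232, 78 and 86 without replicates 1, 2 and 3 at 20 mM NaF, and 114, 58 and 134 without those of its dilution. For *lysC* the adjusted p was 0.0912 without 20 mM NaF replicate 2, 0.0952 without diluted 20 mM NaF replicate 2 and 0.0751 without 20 mM NaF replicate 3.

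At 70 mM NaF versus control, lists not described elsewhere held few called genes. Of 11 genes of copper and zinc export, *zntA*, for a zinc exporter, alone rose, by 1.61 on the log2 scale (standard error 0.27, adjusted p = 0.00465 from limma), with any array left out. The count was 1 adjusted over the list alone, 2 higher and 1 lower with the replicate block, and 2 higher without 70 mM NaF replicate 1, and 1 gene was also lower without control replicate 3. Of 17 genes of oxidative stress *sodA* rose, and the multiple antibiotic resistance regulator genes *marA* and *marR* fell, with log2 fold changes of -1.26 (standard error 0.30) and -1.40 (standard error 0.34). For *marA* the adjusted p was 0.105 without control replicate 1, 0.0965 without control replicate 2, 0.081 without 70 mM NaF replicate 2 and 0.0991 without 70 mM NaF replicate 3, and that of *marR* 0.128 without control replicate 1, 0.11 without control replicate 2, 0.0924 without 70 mM NaF replicate 2 and 0.107 without 70 mM NaF replicate 3, and the list gave 1 higher and 2 lower adjusted over the list alone, 2 and 2 with the replicate block and 1 lower without the 5 arrays. Of 14 SOS genes the polymerase gene *polB* rose (1 adjusted over the list alone, 1 with the replicate block, 2 without the 5 arrays), at 0.74 (standard error 0.17, adjusted p = 0.0202), with an adjusted p of 0.0837 without control replicate 1, 0.0797 without 70 mM NaF replicate 2 and 0.0916 without 70 mM NaF replicate 3. The median of that list was -0.07, while camera gave it the direction up (adjusted p = 0.875). Of 23 genes of flagella and chemotaxis *cheZ* and *flgL* rose, at 0.43 and 0.76 (2 adjusted over the list alone, 5 with the replicate block, 1 without the 5 arrays). Neither was called without any of the 3 control arrays or 70 mM NaF replicate 2 or 3, with adjusted p for *cheZ* of 0.0739 without control replicate 1, 0.113 without control replicate 2, 0.152 without 70 mM NaF replicate 2, 0.106 without control replicate 3 and 0.117 without 70 mM NaF replicate 3 and for *flgL* of 0.123 without control replicate 1, 0.128 without control replicate 2, 0.194 without 70 mM NaF replicate 2, 0.0812 without control replicate 3 and 0.128 without 70 mM NaF replicate 3, and camera gave the list an adjusted p of 0.00733, and 0.616 with an estimated correlation. Limma called 0 of 15 genes of acid resistance and 0 of 19 heat shock genes, also 0 adjusted over the list alone, with 1 and 2 at an unadjusted p under 0.05, 0 and 1 with the replicate block, and 0 and 1 without the 5 arrays. In camera the adjusted p was 0.991 for copper and zinc, 0.868 for oxidative stress, 0.991 for acid resistance and 0.875 for heat shock.

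A hypothesis tested was that transcripts with a REP rise more. Among the 50 genes of Table 1, the 24 with a REP named had a mean log2 fold change of 2.10 (SD 0.59) and the other 26 had 1.81 (SD 0.41), a difference of 0.30 (permutation test over 100000 resamples, two-sided, p = 0.0427). Genes of 1 operon can share a REP, and with 1 value for each of the 15 REP names the difference was 0.21 (permutation test, two-sided, p = 0.155), so the hypothesis stays open, and Table 1 was chosen by the study on these samples. Another hypothesis was that dilution of NaF reverses the rise. Of the 84 genes higher at 70 mM NaF, 92.9% had a smaller difference from their own control after dilution, but genes chosen for a high value at 70 mM would be smaller in another comparison by selection alone, which keeps it open.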
